# CD4^+^ T helper 2 cell–macrophage crosstalk induces IL-24–mediated breast cancer suppression

**DOI:** 10.1172/jci.insight.180962

**Published:** 2025-01-09

**Authors:** Bo Wang, Yun Xia, Can Zhou, Yuhan Zeng, Heehwa G. Son, Shadmehr Demehri

**Keywords:** Immunology, Oncology, Adaptive immunity, Breast cancer, Cytokines

## Abstract

CD4^+^ T cells contribute to antitumor immunity and are implicated in the efficacy of cancer immunotherapies. In particular, CD4^+^ T helper 2 (Th2) cells were recently found to block spontaneous breast carcinogenesis. However, the antitumor potential of Th2 cells in targeting established breast cancer remains uncertain. Herein, we demonstrate that Th2 cells induced by the topical calcipotriol/thymic stromal lymphopoietin cytokine axis suppressed the growth of established mammary tumors in mice. Interleukin-24 (IL-24), an anticancer cytokine, was highly upregulated in macrophages infiltrating calcipotriol-treated mammary tumors. Macrophages expressed IL-24 in response to IL-4 signaling in combination with Toll-like receptor 4 (TLR4) agonists (e.g., HMGB1) in vitro. Calcipotriol treatment significantly increased HMGB1 release by tumor cells in vivo. CD4^+^ T cell depletion reduced HMGB1 and IL-24 expression, reversing calcipotriol’s therapeutic efficacy. Macrophage depletion and TLR4 inhibition also reduced the therapeutic efficacy of calcipotriol. Importantly, calcipotriol treatment failed to control mammary tumors lacking the IL-24 receptor on tumor cells. Collectively, our findings reveal that Th2 cell–macrophage crosstalk leads to IL-24–mediated tumor cell death, highlighting a promising therapeutic strategy to tackle breast cancer.

## Abstract 2

We uncover the efficacy of topical calcipotriol for breast cancer therapy, which relies on inflammatory CD4^+^ Th2 cell-macrophage crosstalk to induce IL-24-mediated tumor cell death.

## Introduction

Breast cancer is a heterogeneous disease with low immunogenicity at baseline (1, 2). Although immune checkpoint blockade and adoptive T cell therapies have achieved therapeutic success in melanoma and other immunogenic cancers, these therapies have shown limited clinical benefit in breast cancer (3–6). Among CD4^+^ T cells implicated in cancer immunology, T helper 1 (Th1) cells and Tregs promote and suppress antitumor immunity in response to cancer immunotherapies, respectively (7, 8). Meanwhile, CD4^+^ Th2 cell–mediated immune response has traditionally been viewed as favoring tumor growth (9, 10). However, increasing evidence suggests that Th2 cell activation can result in direct or indirect cancer suppression (11–13). Devising a mechanism to activate the antitumor immune response through CD4^+^ Th2 cells may yield a significant therapeutic benefit in breast and other immunological cold cancers.

CD4^+^ T cells are important effector immune cells alongside CD8^+^ T cells in cancer (8, 14, 15). In bladder cancer, cytotoxic CD4^+^ T cells are clonally expanded and can kill autologous tumors in an MHC class II–dependent manner (15). We and others have previously demonstrated that epidermis-derived thymic stromal lymphopoietin (TSLP) creates robust antitumor response by activating CD4^+^ Th2 cells against early skin and breast carcinogenesis (11, 13). Importantly, skin-derived TSLP, which can be induced by an FDA-approved topical medication, calcipotriol, can reach and activate CD4^+^ T cell–mediated antitumor immunity in the tumor microenvironment (TME) (11, 13). Although TSLP-stimulated CD4^+^ Th2 cells are not cytotoxic themselves, they recruit a broad repertoire of immune effector cells to attack the cancer more effectively (11). Hence, identifying the key factors that are involved in CD4^+^ T cell–mediated tumor immunity in breast cancer will aid in boosting antitumor immunity against this disease.

Macrophages are a major target of CD4^+^ T cells in the TME (16–18). Th1 cells secret interferon-gamma (IFN-γ), which acts on macrophages to increase their phagocytosis and tumoricidal ability (18). In contrast, Th2 cells are the main cellular sources of interleukin 4 (IL-4) and IL-13, contributing to an alternative form of macrophage activation oriented toward tissue remodeling and immunoregulation (18, 19). Thus, tumor-associated macrophages (TAMs) comprise a continuum of phenotypes spanning from “antiinflammatory” to “proinflammatory,” which are governed by diverse mediators within the TME (20).

We have previously demonstrated that TSLP-stimulated CD4^+^ Th2 cell immunity suppresses early stages of breast cancer development (11, 13). To test the effect of CD4^+^ Th2 cell immunity in late-stage breast cancer, we used a cell line derived from a *MMTV-PyMt^tg^* mouse mammary tumor (the PyMt cell line) to establish mammary tumors in mice that represent late-stage breast cancer (11, 21, 22). We demonstrated that the induction of TSLP by topical calcipotriol treatment inhibited mammary tumor growth by activating CD4^+^ T cells. Interestingly, we discovered proapoptotic cytokine IL-24 expression by TAMs in response to TSLP-activated CD4+ Th2 cells in combination with Toll-like receptor 4 (TLR4) stimulation. Indeed, calcipotriol treatment showed markedly reduced efficacy in controlling Il20rb–/– PyMt tumor growth compared with WT PyMt tumor. Altogether, we identified a mechanism mediating Th2 cell immunity against established breast cancer growth, at least partly through TAMs that express IL-24, which leads to tumor suppression.

## Results

### Topical calcipotriol treatment suppresses mammary tumor growth.

Calcipotriol induces TSLP expression, leading to Th2 cell activation during early carcinogenesis (11, 13). In cell line–based breast cancer models, “late-stage” refers to models that rapidly progress and metastasize, mimicking advanced breast cancer, contrasting with spontaneous models, in which tumor growth follows a more natural, variable timeline (23). To elucidate the effect of TSLP/Th2 cell induction by calcipotriol on late-stage breast cancer progression, we used a PyMt cell line and established an orthotopic PyMt breast tumor model (11). We administered 20 nmol calcipotriol or EtOH solvent topically over the tumor site every 2 days, starting at 2 days after PyMt mammary tumor cell implantation into WT mice (Figure 1A). Topical calcipotriol treatment led to a significant increase in circulating TSLP levels (Figure 1B). The expression of TSLP in serum gradually decreased to baseline after 5 days following the cessation of topical treatment (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.180962DS1). WT animals that received calcipotriol developed significantly smaller tumors compared with those of EtOH-treated controls (*P* < 0.0001, Figure 1, C–E). A markedly higher number of CD3^+^ T, CD4^+^ T, and CD8^+^ T cells infiltrated the calcipotriol- compared with EtOH-treated tumors (Figure 1, F–I). Importantly, the CD4^+^ T/CD8^+^ T cell ratio was significantly increased in calcipotriol- compared with EtOH-treated tumors, demonstrating that CD4^+^ T cells constituted the majority of tumor-infiltrating T cells in calcipotriol-treated PyMt mammary tumors (Figure 1, H–J). Thus, calcipotriol exhibits a robust antitumor effect in late-stage breast cancer associated with TSLP induction and CD4^+^ T cell infiltration into the tumors.

### Calcipotriol upregulates Il24 expression in mammary tumors.

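Bulk RNA-Seq was carried out on mammary tumors grown in mice from the PyMt cell line, a line derived from a mammary tumor of the MMTV-PyMt transgenic mouse. Calcipotriol, a vitamin D analog, was applied topically at 20 nmol every 2 days, starting 2 days after tumor cell implantation, and EtOH was the solvent control. Tumors were taken 24 hours after the last treatment. There were 4 calcipotriol-treated and 4 EtOH-treated tumors, each from 1 library. The authors deposited an estimated number of reads per gene for each tumor, without normalization between tumors. Between 4.2% and 6.22% of the values of a tumor were not whole numbers, so they were rounded to whole counts. The total per tumor was 20908411 to 25084713 counts with EtOH (median 22539638) and 19685419 to 24673432 counts with calcipotriol (median 22327864). The table lists 55414 mouse Ensembl gene identifiers, of which 52081 have a symbol in GENCODE M21. The 3333 identifiers without a symbol took 1.44% to 1.99% of the counts in EtOH-treated tumors and 0.313% to 1.87% in calcipotriol-treated tumors. The aligner, the counting program and the genome build are not named in the paper's text, and the choice of annotation decides which reads are counted for which gene. The paper names an Illumina HiSeq sequencer and the sample labels name a NovaSeq sequencer. The labels also give the cell type as epithelial, whereas the paper describes RNA from mammary tumors, which hold stromal and immune cells as well. From the counts, the tumors were compared with edgeR's quasi-likelihood test after TMM normalization, which scales each library so that most genes do not change. Genes with too few counts for a test were removed by edgeR's filterByExpr, which left 14458 genes. The paper's thresholds were used, an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation, the spread of a typical gene between tumors of a group beyond counting error, was 0.347.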

To determine the mechanism involved in mediating the tumor-suppressing effect of calcipotriol, we performed RNA-Seq on PyMt mammary tumors 24 hours after the last topical treatment of calcipotriol versus EtOH. 

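Of the 14458 genes tested, 155 were higher and 137 were lower in calcipotriol- than in EtOH-treated tumors past both thresholds. The alternatives that moved this total of 292 by the most genes were the fit without calcipotriol replicate 1, with 642 genes, and DESeq2 in place of edgeR, with 640. edgeR's glmTreat, which tests against a log2 fold change of 1 rather than 0, gave 22 genes. Gene lists for JAK/STAT signaling, angiogenesis and tissue remodeling, but none for inflammation, had been written before the data were examined. They were tested with limma's camera on the log2 scale of CPM (counts scaled to a common library size), with adjustment over 18 lists. This test compares the genes of a list with all the other genes. Of 80 JAK/STAT genes tested, 42 were higher and 38 were lower with calcipotriol, and the list as a whole did not pass (adjusted p = 0.157 from camera). With DESeq2's statistics in place of edgeR's, it passed (adjusted p = 0.0248 from camera). Past both thresholds in this list were Osmr, Clcf1 and Tslp, which were higher, and Csf2rb, which was lower. Osmr, the receptor of oncostatin M on chromosome 15 (GRCm38, 6813577 to 6874969), was at 69.6 ± 11.5 CPM (SD, n = 4) with calcipotriol and 20.5 ± 6.27 CPM (SD, n = 4) with EtOH. Its log2 fold change was 1.76 (standard error 0.22, adjusted p = 0.00486 from edgeR's quasi-likelihood test). Of 49 angiogenesis genes tested, 44 were lower with calcipotriol, with a median log2 fold change of -0.82 (adjusted p = 3.77e-13 from camera). camera assumed a fixed correlation of 0.01 between the genes of a list. When this correlation was estimated from the 8 tumors instead, the adjusted p was 0.194. Kdr, a receptor of vascular endothelial growth factor, fell from 14.1 ± 1.62 CPM (SD, n = 4) to 4.18 ± 0.59 CPM (SD, n = 4). Its log2 fold change was -1.75 (standard error 0.21, adjusted p = 0.00384 from edgeR's quasi-likelihood test). Robo4 fell by 2.19 on the log2 scale (adjusted p = 0.0134 from the same test). Vegfa was the exception past both thresholds, with a log2 fold change of 1.43 (standard error 0.16, adjusted p = 0.00233 from the same test). Of 48 tissue remodeling genes tested, 24 were lower and 24 were higher, and the list did not pass (adjusted p = 0.382 from camera). Timp1 was the only gene of this list past both thresholds, and it was higher, by 1.18 on the log2 scale (adjusted p = 0.0432 from edgeR's quasi-likelihood test). Mmp9 fell by 1.10 on the log2 scale (adjusted p = 0.123 from the same test).

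**Figure D1:**
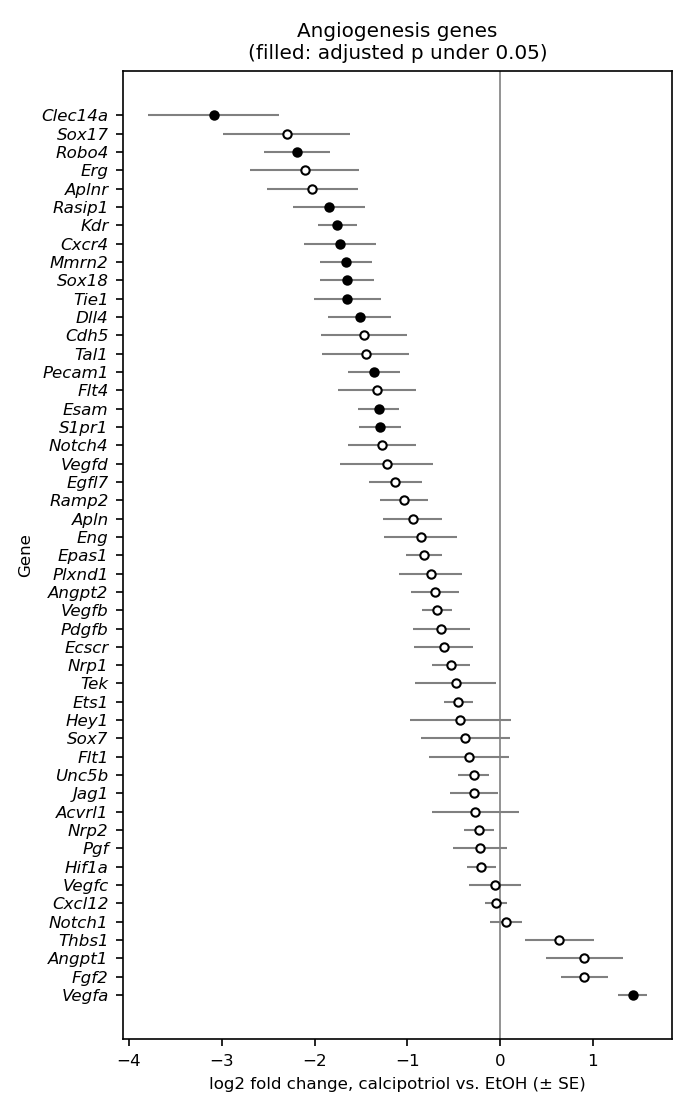
Log2 fold change of each of the 49 angiogenesis genes in calcipotriol- versus EtOH-treated tumors (x axis) with its standard error (bars), 1 gene per line, 4 tumors per group. Filled points have an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 44 points lie below 0.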

Genes associated with inflammation and JAK/STAT signaling were significantly upregulated, and genes associated with angiogenesis and tissue remodeling were downregulated in tumors treated with calcipotriol (Figure 2A). KEGG pathway analysis also showed that cytokine-cytokine receptor interaction pathway was significantly upregulated in calcipotriol-treated tumors compared with EtOH-treated tumors (Figure 2B). 

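The KEGG gene list was not used here. In its place, a rule on gene symbols that was written before the data were examined selected 286 protein-coding genes of cytokines, chemokines, growth factors of the TGF-β family and their receptors, of which 172 had enough counts to be tested. In calcipotriol-treated tumors 92 of them were higher and 80 were lower than in EtOH-treated tumors, and the median log2 fold change was 0.07. The list as a whole was not different from the other genes (adjusted p = 0.382 from camera). Past both thresholds were 5 genes that were higher and 4 that were lower. The 5 genes are 2.91% of the 172, while 1.13% of all 13050 protein-coding genes tested were higher past both thresholds (two-sided Fisher's exact test, p = 0.0451, or 0.0901 after Benjamini-Hochberg adjustment over the tests for higher and for lower genes). For the 4 lower genes, the corresponding p was 0.105 from Fisher's exact test.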

Notably, *Il24*, an antitumor gene (24), was the most significantly upregulated gene in the cytokine and cytokine receptors gene set (Figure 2C). 

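Il24 (ENSMUSG00000026420) lies on the reverse strand of chromosome 1 at 130882074 to 130887454 in GRCm38, by its GENCODE M21 annotation. Its reads were few. The EtOH-treated tumors had 6, 0, 5 and 26 counts, and the calcipotriol-treated tumors had 52, 121, 83 and 84. This is 0.41 ± 0.506 CPM (SD, n = 4) with EtOH and 3.79 ± 1.42 CPM (SD, n = 4) with calcipotriol. The log2 fold change was 3.18 (standard error 0.89, adjusted p = 0.088 from edgeR's quasi-likelihood test), so Il24 did not pass the adjusted threshold over all genes tested. DESeq2 gave it an adjusted p of 0.00271, and edgeR without the filter on low counts gave 0.0466. Every calcipotriol-treated tumor was above every EtOH-treated tumor (two-sided exact permutation test of log2 CPM, p = 0.0286, the smallest p that the 70 arrangements allow). With each tumor left out in turn, the log2 fold change was between 2.78 and 4.47. Among the 92 cytokine and receptor genes with a positive log2 fold change, Il24 ranked 16 by p and 7 by fold change. It ranked 14 by p among the genes of the heatmap in Fig. 2C. Osmr had the smallest p of the 92 (9.07e-06 from edgeR's quasi-likelihood test). Next came Ccl24, a chemokine for eosinophils on chromosome 5 (135569937 to 135573049), with a log2 fold change of 3.50 (standard error 0.51, adjusted p = 0.009 from the same test). Csf3 had the largest log2 fold change, 4.71, with a standard error of 1.16 (adjusted p = 0.0608 from the same test). In the paper's own table of differentially expressed genes, Il24 ranks 7 by p among the paper's 18 upregulated genes that the symbol rule selects. From the rise of Il24 in RNA-Seq and in qRT-PCR, the paper proposes a role of IL-24 in the antitumor effect of calcipotriol. Its later experiments on this role, among them tumors that lack the receptor gene Il20rb, were not analysed here.

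**Figure D2:**
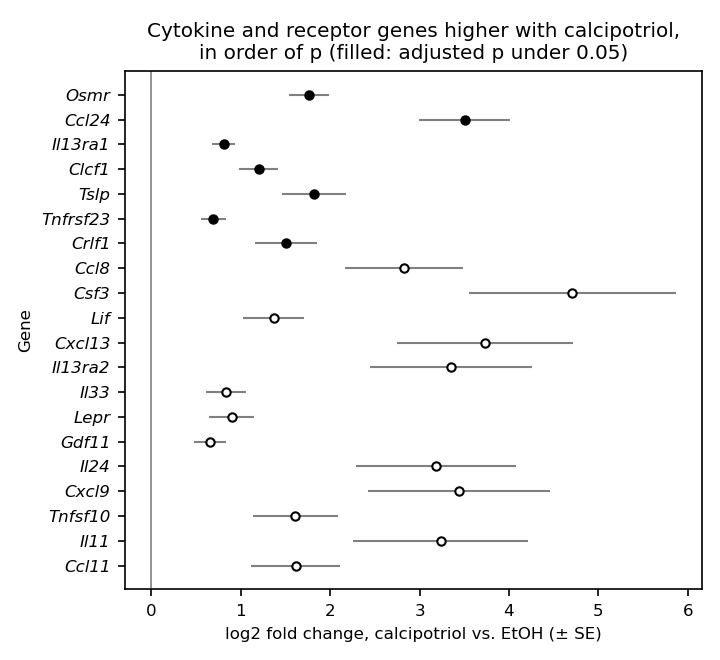
Log2 fold change with its standard error (x axis) of the cytokine and receptor genes with the smallest p among those higher in calcipotriol-treated tumors, in order of p from the top, 4 tumors per group. Filled points have an adjusted p under 0.05 from edgeR's quasi-likelihood test, and Il24 stands at rank 16 with a log2 fold change of 3.18.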

The upregulation of *Il24* expression in calcipotriol-treated tumors was validated by quantitative real-time PCR (qRT-PCR) (Figure 2D). 

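Tslp (ENSMUSG00000024379) lies on the forward strand of chromosome 18 at 32815383 to 32819797 in GRCm38. It was at 28.1 ± 16.7 CPM (SD, n = 4) in calcipotriol-treated tumors and 7.96 ± 0.803 CPM (SD, n = 4) in EtOH-treated tumors. The log2 fold change was 1.82 (standard error 0.35, adjusted p = 0.0276 from edgeR's quasi-likelihood test). With limma-voom in place of edgeR, the adjusted p was 0.0679, and in 6 of the 8 fits that each left out 1 tumor Tslp did not pass either. The spread with calcipotriol came mainly from replicate 5, at 52.2 CPM, and without it the log2 fold change was 1.33. Ccl8 (ENSMUSG00000009185), on the forward strand of chromosome 11 at 82115185 to 82116799, encodes a chemokine for monocytes and macrophages. It was at 85.7 ± 16.8 CPM (SD, n = 4) in calcipotriol-treated tumors and 12 ± 11.2 CPM (SD, n = 4) in EtOH-treated tumors. The log2 fold change was 2.83 (standard error 0.66, adjusted p = 0.0511 from edgeR's quasi-likelihood test), just short of the threshold, and limma-voom gave an adjusted p of 0.015. For Ccl8 the spread lay in the EtOH-treated tumors, which had 55, 46, 595 and 429 counts, against 1615 to 2175 counts with calcipotriol. In both genes every calcipotriol-treated tumor was above every EtOH-treated tumor (two-sided exact permutation test of log2 CPM, p = 0.0286 for each gene, the smallest p possible with 4 against 4).

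**Figure D3:**
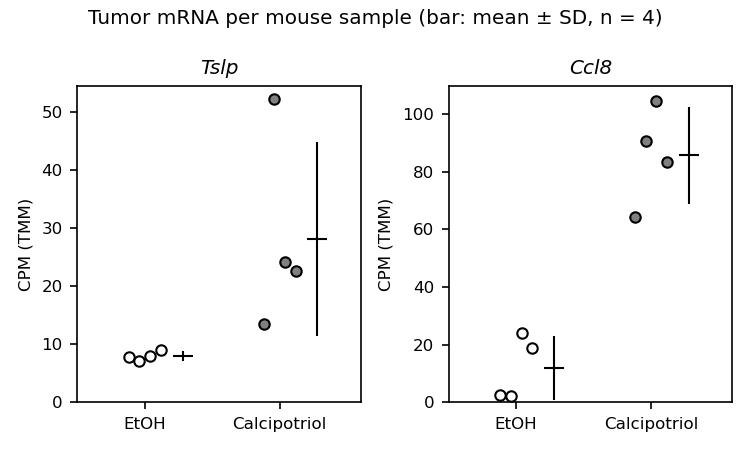
CPM after TMM normalization (y axis) of Tslp and Ccl8 in each EtOH-treated tumor (open points) and calcipotriol-treated tumor (gray points), with the mean and SD of each group (line and bar, n = 4). For Ccl8 the EtOH-treated tumors lie between 2.24 and 24.1 CPM and the calcipotriol-treated tumors between 64.2 and 105 CPM.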

Likewise, *Tslp* and macrophage chemotactic factor *ccl8* were significantly upregulated in calcipotriol-treated tumors compared with EtOH-treated tumors (Figure 2C and Supplemental Figure 2). These findings suggest that IL-24 may play an important role in mediating the antitumor efficacy of calcipotriol therapy in late-stage breast cancer.

### Calcipotriol’s antitumor effect and IL-24 induction depend on TSLP and CD4^+^ T cells.

We investigated whether the ability of calcipotriol to suppress PyMt mammary tumor growth relied on TSLP and CD4^+^ T cells. We compared PyMt mammary tumor growth in WT and *Tslpr^–/–^* (Tslpr^KO^) mice treated with 20 nmol calcipotriol or EtOH topically every 2 days, starting at 2 days after tumor cell implantation (Figure 3A). To determine the role of CD4^+^ T cells in calcipotriol-mediated antitumor effects, we also injected a subgroup of calcipotriol-treated WT mice with anti-CD4 Ab starting 1 day before tumor cell implantation (Figure 3A). As expected, WT animals that received calcipotriol developed significantly smaller tumors compared with EtOH-treated WT controls (*P* = 0.0126, Figure 3, B and C). However, Tslpr^KO^ mice treated with calcipotriol developed significantly larger tumors than calcipotriol-treated WT controls (*P* < 0.0001, Figure 3, B and C). Moreover, CD4^+^ T cell–depleted calcipotriol-treated WT mice showed a significant acceleration of tumor growth compared with calcipotriol-treated WT mice (*P* < 0.0001, Figure 3, B and C).

To further evaluate whether IL-24 induction by calcipotriol was linked to CD4^+^ T cell infiltration in mammary tumors, we assessed the colocalization of IL-24–expressing cells with CD4^+^ T cells in PyMt tumors of WT mice treated with EtOH, calcipotriol, or calcipotriol plus anti-CD4 Ab. The number of IL-24^+^ cells was significantly increased in calcipotriol- compared with EtOH-treated tumors, but it was markedly decreased upon CD4^+^ T cell depletion in calcipotriol-treated tumors (*P* < 0.0001, Figure 3, D–F). In addition, we observed a strong correlation between IL-24^+^ cells and CD4^+^ T cell infiltration in tumors across all 3 groups (*r* = 0.8504, *P* < 0.0001, Figure 3G). Notably, IL-24 did not colocalize with CD4 in the same cells, indicating that IL-24 was not expressed by CD4^+^ T cells in calcipotriol-treated tumors (Figure 3D). *Il24* expression was significantly lower in calcipotriol-treated tumors of Tslpr^KO^ mice compared with those of WT controls (Supplemental Figure 3). Collectively, these results demonstrate that CD4^+^ T cells and TSLP signaling are required for calcipotriol-induced antitumor response against late-stage breast cancer, which is accompanied by a significant accumulation of IL-24^+^ cells within the TME.

### Calcipotriol treatment leads to IL-24 expression by TAMs in mammary tumors.

To determine the cellular source of IL-24 in the TME, we investigated IL-24 colocalization with pan-macrophage marker, F4/80; neutrophil marker, Ly6G; and T cell marker, CD3 (Figure 4A). IL-24 was predominantly colocalized with F4/80^+^ macrophages but not neutrophils or T cells in the TME (Figure 4, A and B). Notably, the number of F4/80^+^ macrophages significantly increased in calcipotriol-treated tumors, and macrophage depletion reduced the efficacy of calcipotriol treatment (Supplemental Figure 4). Interestingly, while CD4^+^ T cell depletion in calcipotriol-treated tumors reduced IL-24^+^ macrophages, it had no significant impact on the total number of macrophages in the tumor (Figure 3, D–F, and Supplemental Figure 4, A and B). These findings suggest that calcipotriol-activated CD4^+^ T cells are not responsible for promoting macrophage tumor infiltration but instead play a critical role in IL-24 production by macrophages within the TME.

Next, we explored whether TSLP and/or the CD4^+^ Th2-associated cytokine IL-4 could trigger IL-24 expression in macrophages. Although neither TSLP nor IL-4 alone was sufficient to induce IL-24 expression, the combination of IL-4 and the TLR4 agonist, LPS, increased *Il24* levels in bone marrow–derived macrophages (BMDMs) (Supplemental Figure 5). Interestingly, we discovered that high-mobility group box 1 (HMGB1), which also signals through TLR4 (25), was highly expressed in mammary tumor cells and elevated in the sera of calcipotriol-treated mice compared with ethanol-treated and CD4^+^ T cell–depleted mice (Figure 4, C–E). Purified HMGB1 combined with IL-4 markedly increased *Il24* expression in BMDMs (Figure 4, F and G). To confirm the involvement of TLR4 in this process, we used a TLR4 antagonist, Arg-Lys-His (RKH) (26), in the culture system, which successfully reversed HMGB1 plus IL-4–induced Il24 expression in BMDMs. Additionally, to further validate TLR4’s role in the therapeutic effects of calcipotriol, we administered RKH to PyMt tumor-bearing mice during calcipotriol treatment. RKH significantly impaired the therapeutic efficacy of calcipotriol (Figure 4, H and I). These findings indicate that TAMs express IL-24 in calcipotriol-treated mammary tumors triggered by type 2 cytokines plus TLR4 activation.

### The IL-24/IL-20R axis is required for the antitumor effect of calcipotriol treatment in mammary tumors.

IL-24 binding to IL-20 receptor (IL-20R, composed of IL-20α/IL-22Rα and IL-20Rβ subunits) activates downstream signaling cascades leading to tumor cell apoptosis (27). To determine whether the IL-24/IL-20R axis contributed to calcipotriol-mediated mammary tumor suppression, we first examined the association between IL-24 induction by calcipotriol in the TME and the tumor cell expression of IL-22Rα and apoptosis marker, cleaved caspase-3. In the TME, cleaved caspase-3 colocalized with IL-22Rα–expressing tumor cells after calcipotriol treatment (Figure 5A). Next, we generated the *Il20rb^–/–^* PyMt mammary tumor cell line using CRISPR/Cas9 gene editing technology (Supplemental Figure 6A). *Il20rb^–/–^* PyMt mammary tumor cells showed a similar proliferation rate to WT PyMt cells in vitro (Supplemental Figure 6B). WT or *Il20rb^–/–^* PyMt mammary tumors were implanted in WT mice and treated with 20 nmol calcipotriol topically every 2 days, starting at 2 days after tumor cell implantation (Figure 5B). Calcipotriol-treated *Il20rb^–/–^* PyMt cells developed significantly larger tumors compared with calcipotriol-treated WT PyMt cells (*P* < 0.0001, Figure 5, C–E). By contrast, EtOH-treated *Il20rb^–/–^* PyMt tumors showed tumor growth kinetics similar to those of EtOH-treated WT PyMt tumors (Supplemental Figure 6, C–F). Thus, the IL-24/IL-20R axis plays an essential role in mediating the efficacy of calcipotriol in suppressing mammary tumor growth.

### IL-24 expression is associated with improved prognosis in human breast cancer.

To assess the effect of IL-24 expression on human breast cancer, we interrogated The Cancer Genome Atlas (TCGA) database for the association between *IL24* expression and survival in the breast cancer cohort. By categorizing patients into groups based on their *IL24* expression, distinguishing between those with low and high expression levels using a fortieth percentile threshold, high *IL24* expression was significantly associated with improved overall survival (*P* = 0.00078, Figure 6A). The 10-year survival rate of patients with high *IL24* expression was 64% as compared with 51% in patients with low *IL24* expression. Clinicopathological indicators (age, tumor stage, nodal stage, metastasis stage) predicted poorer overall survival in those with low IL24 expression compared with those with high IL24 expression in the univariate analysis (Supplemental Table 1). The clinicopathological variables that were significant in univariate analysis were included as covariates. Multivariate analysis revealed that *IL24* expression was still an independent predictor for overall survival (HR = 0.651, *P* = 0.043). Moreover, *IL24* expression was associated with improved disease-specific survival (*P* = 0.007, Figure 6B), disease-free interval (*P* = 0.04, Figure 6C), and progression-free interval (*P* = 0.00091, Figure 6D). Thus, IL-24 upregulation may play a protective role in human breast cancer.

## Discussion

Our findings reveal that TSLP-stimulated CD4^+^ Th2 cells suppress mammary tumor growth by promoting IL-24^+^ TAM development and IL-24–mediated tumor cell apoptosis. Consistent with the dominant role of CD4^+^ Th2 cells in mediating TSLP’s antitumor effects during early carcinogenesis (11, 13), topical TSLP induction by calcipotriol treatment results in the induction of CD4^+^ Th2 cell immunity against late-stage breast cancer progression. This immune response is distinct from the Th1/CD8^+^ T cell immunity commonly found to mediate the efficacy of existing cancer immunotherapies (28). Interestingly, IL-24 is the most significantly upregulated cytokine in calcipotriol-treated mammary tumors (Figure 2, B and C). IL-24 is expressed by TAMs, and its expression is TSLP and CD4^+^ T cell dependent. Although TSLP and IL-4 alone failed to induce IL-24 expression, a combination of IL-4 with TLR4 agonists elevated IL-24 levels in BMDMs in vitro. Functional studies demonstrate that IL-24 signaling through its receptor, IL-20R, is required to induce mammary tumor suppression. Thus, CD4^+^ Th2 cell activation can suppress breast cancer by inducing antitumor IL-24–expressing TAMs in the TME, which can be leveraged in cancer immunotherapy.

Topical calcipotriol is a potent inducer of TSLP expression by keratinocytes, which drives type 2 immune response in mice and humans (11, 29). Studies on breast cancer cell line models have shown that the endogenous TSLP signal is co-opted by cancer cells to promote their growth (11, 30). In particular, myeloid cell–derived TSLP promotes breast cancer cell survival through the induction of an antiapoptotic molecule, Bcl-2 (31). By contrast, TSLP induction stimulates the specific expansion and antitumor functionality of CD4^+^ Th2 cells in spontaneous and cell line–derived breast tumors (11, 13). Calcipotriol-induced TSLP released from skin keratinocytes primarily leads to the activation of Th2 cells that drive breast cancer cells into terminal differentiation during early-stage tumor development (11, 13). Our present findings demonstrate that calcipotriol-induced TSLP also leads to the activation of CD4^+^ Th2 cells that promote tumor suppression during late-stage tumor progression. Thus, calcipotriol and other agents that can induce TSLP will trigger CD4^+^ Th2 immunity for early and late breast cancer treatment.

Cytokines play important roles in mediating the pro- and antitumor effects of CD4^+^ T cells (32). CD4^+^ Th1 cells secrete IFN-γ and TNF-α to trigger CD8^+^ T and NK cells to eliminate tumor cells (15, 33). Th2 cells that promote tumor development exhibit a regulatory profile associated with high levels of IL-10 and TGF-β secretion (34). In contrast, inflammatory Th2 cells activated by TSLP express high levels of IL-3, IL-5, and GM-CSF that can effectively protect the breast (35) against oncogene-driven malignant transformation (13). Furthermore, TSLP-activated Th2 cells express high levels of TNF-α that can suppress spontaneous breast carcinogenesis (13). In this study, we further showed that calcipotriol-induced TSLP activates Th2 cells to release IL-4, which in turn promotes IL-24 production by TAMs, resulting in tumor cell apoptosis. By contrast, in a 4T1 breast tumor model, baseline tumor cell–derived TSLP promotes the survival of the tumor cells through induction of the expression of antiapoptotic molecule, Bcl-2 (31). The distinct effects of TSLP observed in the two studies may reflect that baseline TSLP engages an innate immune axis in the tumor, while TSLP induction by calcipotriol treatment leads to robust antitumor adaptive immunity.

IL-24, initially identified as melanoma differentiation-associated gene-7 or MDA-7, is an anticancer cytokine within the IL-10 gene family (36–39). IL-24’s anticancer function as a cytokine involves its interaction with the IL-20R, leading to endoplasmic reticulum stress–induced tumor cell apoptosis (27). Activated macrophages’ release of IL-24 can inhibit tumor cell growth without harming normal cells (36–43). In breast cancer, IL-24 exerts an inhibitory effect on breast tumor development (27, 42, 44–46). In these studies, IL-24 overexpression has been used to elucidate its anticancer function (24, 44, 45, 47). It is important to identify endogenous sources of IL-24 to further characterize its effects in vivo. IL-24 can be expressed by melanocytes, keratinocytes, and immune cells, including T cells and monocytes/macrophages (40, 47). We found that macrophages increased in calcipotriol-treated tumors independent of CD4^+^ T cell induction, which may be mediated by CCL8 upregulation in the TME. However, IL-24–expressing macrophages are increased in a CD4^+^ T cell–dependent manner after calcipotriol treatment, pointing to type 2 cytokine release by Th2 cells as well as TLR4 stimulation as necessary components for IL-24 induction in macrophages (40). We also found that HMGB1, a TLR4 agonist that can induce IL-24, is highly upregulated in calcipotriol-treated tumor cells in a CD4^+^ T cell–dependent manner, suggesting that it may contribute to IL-24 induction in macrophages.

HMGB1 is a highly conserved DNA-binding protein, which has paradoxical biological functions inside as well as outside the cell. While HMGB1 dysfunction can contribute to tumorigenesis (25), intracellular HMGB1 in breast cancer can function as a tumor suppressor by inducing cell cycle arrest and apoptosis (48). The extracellular HMGB1 activates the TLR4 complex (25). We showed that HMGB1 plus IL-4 promotes IL-24 production by macrophages in a TLR4-dependent manner. Although the regulation and function of IL-24+ TAMs need further investigation to be elucidated, our data suggest that they play an essential role in CD4^+^ Th2 cell–mediated antitumor immune response.

In summary, we demonstrate the efficacy of topical calcipotriol in inhibiting mammary tumor growth in a TSLP- and CD4^+^ T cell–dependent manner. Th2 cell–derived cytokines upregulate anticancer IL-24 cytokine expression by TAMs to kill tumor cells. Thus, calcipotriol treatment can be a promising therapeutic treatment for breast cancer by triggering CD4^+^ T cell–macrophage crosstalk to induce antitumor immunity.

## Methods

### Sex as a biological variable.

In our study, all the mice used were female, as breast cancer predominantly occurs in female individuals.

### Mice.

WT female mice on the C57BL/6 background were purchased from Charles River Laboratories Inc. Tslpr^KO^ mice (a gift of Warren J. Leonard, NIH, Bethesda, Maryland) were maintained on the C57BL/6 background. All mice were housed under specific pathogen–free conditions with a 12-hour-light/dark cycle in the animal facility at Massachusetts General Hospital in compliance with animal care and all other relevant regulations.

### Cell line.

The PyMt mammary tumor cell line used in this study was derived from a mammary tumor of an MMTV-PyMt transgenic mouse on the C57BL/6 background, which was provided by Dr. David G. DeNardo at Washington University, St. Louis, Missouri, USA (11). Cells were maintained in DMEM (Cytiva, SH30022) containing high glucose and 10% heat-inactivated FBS supplemented with nonessential amino acids (Thermo Fisher Scientific, 11-140-050), 1 mmol/L sodium pyruvate (Cytiva, SH30239.01), 2 mmol/L glutamine (Cytiva, SH30228), and 100 units/mL penicillin/ streptomycin (Caisson Labs, PSL02) at 37°C and 5% CO_2_. Cells were screened for mouse Ab production and mycoplasma yearly. We used 6–8 passages for this study. Guide RNA (gRNA) sequences used were as follows: nonsense control, GCGACATCCTCATCTCGTTAGTA; *Il20rb* gRNA, GGGAAGCCTCACCGCGGCGCC. Nonsense control and gRNAs against *Il20rb* were cloned into the 293T cells and transfected with LentiCRISPRv2Cre (Addgene, 82415), D8.2 (Addgene, 8455), and VSV-G (Addgene, 8454) plasmids in a 4:3:1 ratio using lipofectamine 2000 (Thermo Fisher Scientific, 11668019) using the manufacturer’s instructions. To build the stable PyMt transfectant, lentivirus packaged from 293T cells was transfected into PyMt cells for 48 hours, along with polybrene (EMD Millipore, TR-1003); GFP^+^ cells were sorted using SH800S sorter (Sony).

### Orthotopic mammary tumor implantation and calcipotriol treatment.

Cells were passaged at 70% confluency, and 1 × 10^5^ PyMt-expressing nonsense control or *Il20rb* gRNA mammary tumor cells were orthotopically injected into the inguinal mammary fat pad of WT or Tslpr^KO^ mice under isoflurane anesthesia. For calcipotriol treatment, experimental mouse PyMt mammary tumors were treated topically with 20 nmol calcipotriol (Sigma-Aldrich, C4369-10MG) dissolved in 100% ethanol every 2 days, starting 2 days after tumor transfer. In each experiment, all animals in the test and control groups were treated with the same dose of topical calcipotriol. Tumor onset and tumor growth were monitored every 2–3 days. For macrophage depletion, 50 μL clodronate liposome or a control liposome (Liposoma, CP-010-010) was administered intraperitoneally starting 1 day prior to tumor cell injection and every week after tumor cell injection. The efficiency of F4/80^+^ macrophage depletion was assessed by flow cytometry. For inhibition of the TLR4 signaling pathway, 150 mg/kg TLR4-specific antagonist RKH or control PBS was administered intraperitoneally starting 1 day before tumor cell injection and twice a week after tumor cell injection. Tumors were harvested 24 hours after the last calcipotriol treatment. Tumor volume was measured and calculated using the formula (volume = length [mm] × width [mm]^2^/2).

### CD4^+^ T cell depletion.

1 × 10^5^ PyMt mammary tumor cells were injected orthotopically into the left inguinal mammary fat pad of mice. For CD4^+^ T cell depletion, 200 mg anti-CD4 (BioXCell, clone GK1.5, BE0003) or an IgG isotype control Ab (Southern Biotech, 0127-01) diluted in 200 mL sterile PBS was administered intraperitoneally starting 1 day before tumor cell injection and every 5 days after tumor cell injection. The efficiency of CD4^+^ T cell depletion was assessed by immunohistochemistry.

### Immunofluorescence staining.

Formalin-fixed, paraffin-embedded tumor samples were cut into 5 μm sections, which were processed for immunofluorescence as previously described (13, 49). Briefly, slides were immersed in an antigen unmasking solution (Vector Laboratories) at a 1:100 dilution in distilled water. Antigen retrieval was then performed in an electric high-pressure cooker (Cuisinart) for approximately 20 minutes. Unspecific protein binding sites were blocked with 5% BSA (Thermo Fisher Scientific) for 1 hour at room temperature. Sections were then incubated with mouse-specific anti–IL-24 (R&D Systems, MAB2786), anti-CD3 (Abcam, ab11089), anti-CD4 (Abcam, ab183685), anti-CD8 (CST, 98941S), anti-F4/80 (CST, 70076S), anti-Ly6G (CST, 31469S), anti-HMGB1 (CST, 6893S), and cytokeratin (Dako, M3515), followed by fluorochrome-conjugated secondary Abs (Supplemental Table 2). Sections were counterstained with DAPI nuclear stain (Thermo Fisher Scientific). Slides were scanned using the NanoZoomer s60 digital scanner (Hamamatsu Corp.), and high-resolution images were acquired using a Zeiss Axio Observer Z1 and analyzed using the Zeiss ZEN Image Processing software. Quantification of cell population and number was performed with HALO Image Analysis Platform (Indica Labs).

### Generations of BMDMs.

To generate BMDMs, bone marrow cells were collected from femurs and tibias of 6- to 8-week-old WT C57BL/6 mice (50). After erythrocytes were lysed using RBC Lysis Buffer (Biolegend, 420301), 1 × 10^6^/mL cells were seeded into 6-well plates. BMDM culture medium required DMEM containing high glucose and 10% heat-inactivated FBS supplemented with nonessential amino acids, 1 mmol/L sodium pyruvate, 2 mmol/L glutamine, 100 units/mL penicillin/streptomycin, and 25 ng/mL murine M-CSF (BioLegend, 576402). All media were substituted with fresh culture medium every 3 days. At day 6–7, BMDM purity was confirmed by using a Fortessa LSRII flow cytometer (BD Bioscience).

### BMDM stimulation with IL-4, TLSP, LPS, HMGB1, and RTH.

To test the expression of *Il24* by different stimulation, 1 × 10^6^/mL cultured BMDMs were stimulated with 10 ng/mL IL-4 (BioLegend, 574002), 10 ng/mL TSLP (BioLegend, 582402), 100 ng/mL LPS (Sigma-Aldrich, L6529), 500 ng/mL HMGB1 (Leadgene Biomedical, LDG002PME), or 500 μM RKH (MedChemExpress LLC, HY-P10208) alone or in combination for 3 hours. Gene expression of *Il24* was quantified by qRT-PCR.

### RNA isolation.

Methods for tumor RNA were extracted as previously reported (13). For mammary tumor RNA extraction, mammary tumor samples were homogenized in RLT buffer (Qiagen, 79216) supplemented with 1% 2-mercaptoethanol (Thermo Fisher Scientific, 21985-023) using a TissueLyser II (Qiagen) at a frequency of 30/s for 5 minutes. Samples were further lysed by resuspending the homogenized tissue in TRIzol Reagent (Thermo Fisher Scientific, 15-596-018) and stored at –80°C until use. For culture cell RNA extraction, stimulated BMDMs were resuspended in TRIzol Reagent and stored at –80°C until use.

### qRT-PCR.

Total RNAs were quantified using a NanoDrop ND-1000 spectrophotometer. RNA was reverse transcribed using Evo M-MLV RT Master Mix (Thermo Fisher Scientific, 28025013). qRT-PCR was performed on an ABI 7500 PCR system (Thermo Fisher Scientific) using the SYBR Green Master Mix (Bio-Rad, 1725121). Gene expression was calculated in 2^–ΔΔCt^. Expression of the target genes was normalized to GAPDH and displayed as fold change relative to control groups. The specific primers used in PCR are listed in Supplemental Table 3.

### RNA-Seq.

Mouse mammary tumor total RNA was isolated by using the Quick-DNA/RNA Microprep Plus kit per the product’s manual (Zymo Research, D7005); samples were sent to Novogene Co for RNA-Seq. Each group contained 4 biological replicates. 

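The replicates of a group differed by more than counting error. Over genes with a mean of at least 20 counts, the mean squared difference between 2 tumors of a group, in units of counting error (near 1 for repeated sequencing of 1 library), was 20.2 to 107 across the 6 pairs of EtOH-treated tumors and 43.3 to 134 across the 6 pairs of calcipotriol-treated tumors. No pair was thus a library sequenced again, and all 8 tumors were counted as separate replicates, as the paper describes them. The correlation of log2 CPM across genes, which are not independent replicates, was 0.919 to 0.959 between EtOH-treated tumors, 0.931 to 0.977 between calcipotriol-treated tumors and 0.896 to 0.938 between tumors of different groups. In the sample labels, the EtOH-treated tumors carry replicate numbers 1, 2, 3 and 4 and the calcipotriol-treated tumors 1, 5, 6 and 7.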

RNA samples were quantified and qualified using the Agilent 2100 Bioanalyzer (Agilent Technologies) and ABI StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) and sequenced using Illumina HiSeq 2000. RNA-Seq data were analyzed using Pipeline v5.0. Raw sequencing data were demultiplexed and examined for high quality. Then, differentially expressed genes were screened using the limma package (threshold: |log_2_ fold change| ≥ 1, adjusted *P* < 0.05) and further analyzed by clusterProfiler, DOSE, GO.db and topGO packages. Original data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (accession GSE220667).

### MTS-based cell proliferation assay.

WT and *IL20rb*^–/–^ PyMt cells were plated at a density range of 1 × 10^5^ to 1 × 10^6^ cells per well in 96-well plates with 200 μL DMEM and incubated for 72 hours in a 37°C incubator with 5% CO_2_ atmosphere. Cell proliferation analysis was performed by using a CellTiter 96 AQueous One Solution Cell Proliferation Assay kit (Promega, G3580). 20 μL of the CellTiter 96 AQueous One Solution Reagent was added to each well, followed by incubation at 37°C for 1 hour in a 5% CO_2_ humidified atmosphere. Optical density at 562 nm was subsequently measured using the Synergy Neo2 (BioTek).

### ELISA.

Serum TSLP and HMGB1 levels were determined using a Max Mouse TSLP ELISA kit (BioLegend, 434107) and mouse HMGB1 ELISA kit (Thermo Scientific, EEL102) according to the manufacturer’s instructions. Optical densities were measured on Synergy Neo2 (BioTek) at 450 nm, and cytokine concentrations were calculated by a 5-parameter logistic curve using Gen5 Microplate Reader and Imager Software (BioTek).

### TCGA cohorts’ survival analyses.

The phenotype dataset (with survival outcomes) and the RNA-Seq data of the breast cancer were downloaded through R package “UCSCXenaTools” (51). Then, the count data were transformed into the transcripts per kilobase million values by the “count2tpm” function implemented in the R package “IOBR” (52). The Kaplan-Meier curves were used for overall survival, progression-free interval, disease-specific survival, and disease-free interval. The log-rank test applied to test the survival difference between high and low *IL24* expression was performed by R package “survival.”

### Statistics.

Graphs and statistical analysis were generated using Prism 9.0 (GraphPad Software Inc.). Statistical significance for values between independent groups was determined by Mann-Whitney *U* test. One-way ANOVA with Tukey’s multiple comparisons test was used for multiple group comparisons. Two-way ANOVA with repeated measures was used to compare the tumor growth curves. Correlations between parameters were assessed by Spearman’s rank correlation analysis. Two-tailed Fisher’s exact test was used to compare HMGB1 distribution in tumor versus stromal cells. Log-rank test was used for survival plots. The number of individual data points shown in each graph represents independent biological replicates. Two-tailed *P* values of less than 0.05 were considered significant.

### Study approval.

All animal studies were reviewed and approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee.

### Data availability.

The RNA-Seq data can be accessed from the NCBI database (GEO accession GSE220667). Values for all data points found in graphs can be found in the supplemental supporting data values file. Additional data related to this paper may be requested from the corresponding author.

## Author contributions

SD conceived the study. BW, YX, and SD designed the experiments. BW, YX, CZ, YZ, and HGS performed the experiments and analyzed the data. BW, YX, CZ, YZ, and SD interpreted the data. BW, YX, and SD wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
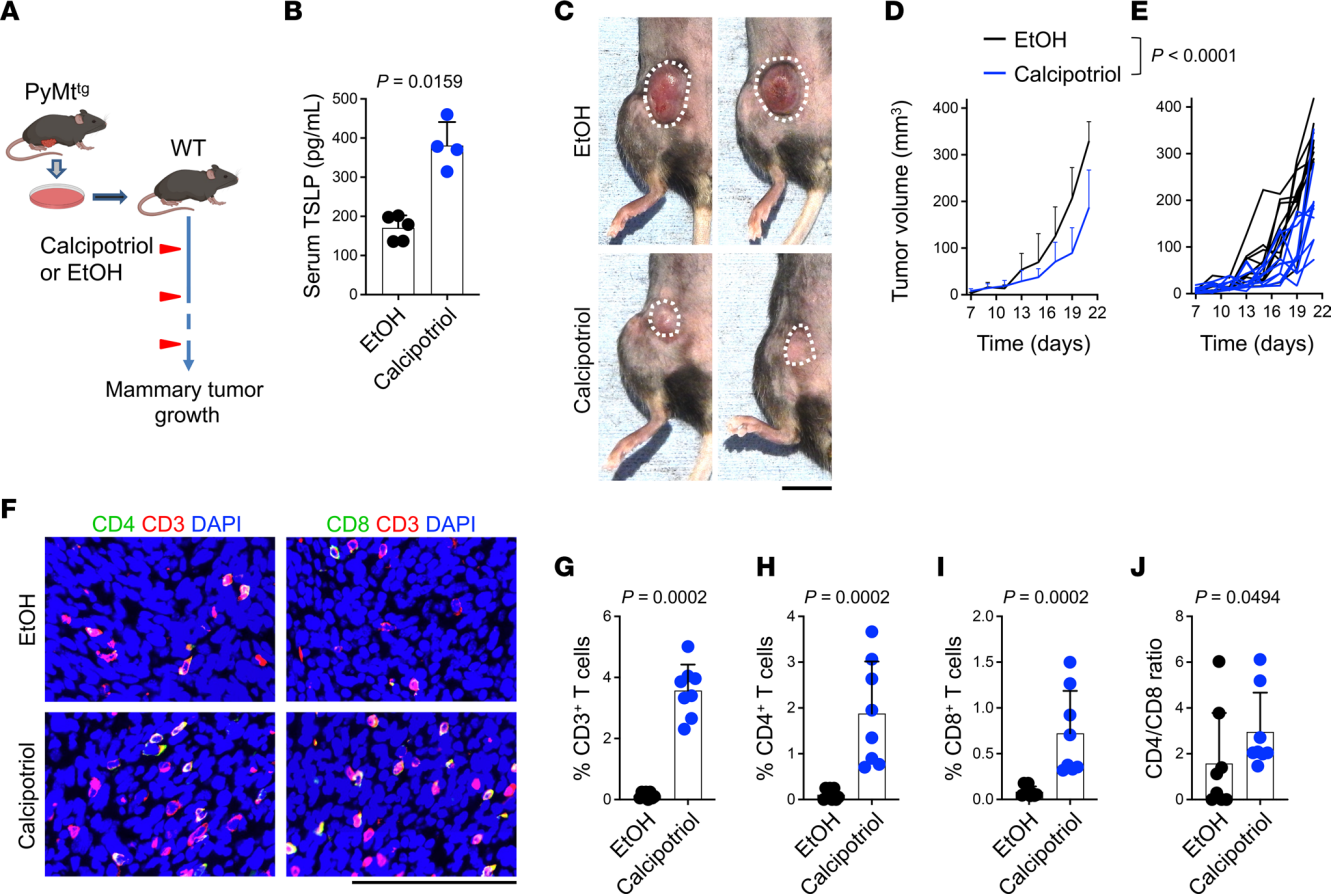
Topical calcipotriol treatment inhibits PyMt mammary tumor growth in WT mice. (**A**) Schematic diagram outlining the experimental design used to test the efficacy of topical calcipotriol treatment in blocking mammary tumor growth. Six- to eight-week-old WT mice were used as tumor recipients. The animals were treated with 20 nmol calcipotriol or EtOH topically every 2 days, starting at 2 days after orthotopic PyMt mammary tumor cell implantation. (**B**) TSLP levels in the circulation after topical calcipotriol versus EtOH treatment. (**C**–**E**) Topical calcipotriol treatment effect on PyMt mammary tumor growth shown as (**C**) representative macroscopic images of the mammary tumors at the endpoint (circles highlight the tumors), (**D**) mean tumor volumes + SD, and (**E**) spider plot of tumor volume over time (*n* = 10 in each group). (**F**–**J**) Tumor-infiltrating CD3^+^ T cells, CD4^+^ T cells, and CD8^+^ T cells shown as (**F**) representative immunofluorescence (IF) images of CD3-, CD4-, and CD8-stained tumor tissues; (**G**) percentage of CD3^+^ T cells of total cells; (**H**) percentage of CD4^+^ T cells of total cells; (**I**) percentage of CD8^+^ T cells of total cells; and (**J**) The ratio of CD4^+^ T to CD8^+^ T cells in calcipotriol- and EtOH-treated mammary tumors (*n* = 8 in each group). Bar graphs show mean + SD. Mann-Whitney *U* test (**B** and **G**–**J**) and 2-way ANOVA (**D** and **E**). Scale bars: 1 cm (**C**); 100 μm (**F**).

**Figure 2:**
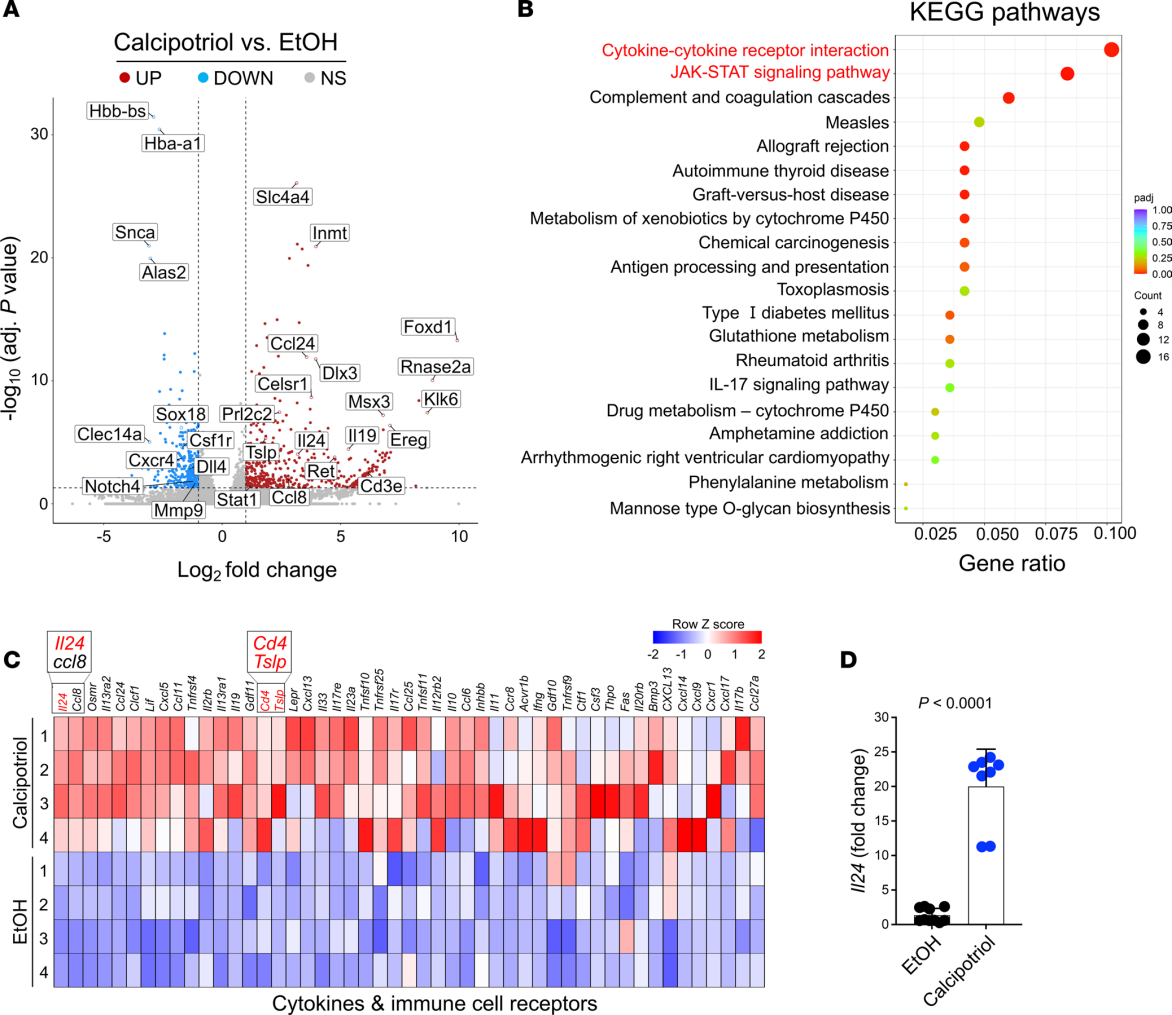
Calcipotriol treatment induces *Il24* expression in mammary tumors. (**A**) Volcano plot illustrating the differential gene expression between calcipotriol- and EtOH-treated PyMt tumors. Genes up- and downregulated in calcipotriol-treated tumors are highlighted in red and blue, respectively. (**B**) KEGG pathway analysis of RNA-Seq results, highlighting pathways enriched in calcipotriol- compared with EtOH-treated mammary tumors. (**C**) Heatmap of differential gene expression associated with the cytokine-cytokine receptor interaction in calcipotriol versus EtOH treatments. (**D**) qRT-PCR gene expression analysis for *Il24* across calcipotriol- and EtOH-treated PyMt tumors (*n* = 8 in each group). Results are depicted as fold change relative to the EtOH group. Bar graph shows mean + SD. Mann-Whitney *U* test (**D**).

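The volcano plot of Fig. 2A carries the names of 29 genes, and 26 of them had enough counts to be tested with edgeR after filtering. All 26 changed in the direction of the paper's table. Cd3e, with 0, 10, 0 and 0 counts with EtOH and 29, 12, 4 and 13 counts with calcipotriol, overlapped between the groups. Past both thresholds were 9 of the 11 genes named as lower and 10 of the 18 named as higher. With DESeq2 the total past both thresholds was 25 rather than 19, and with limma-voom it was 11. The 5 largest falls were taken among genes past both thresholds, with no overlap between the groups and a mean of at least 50 counts. They included Hba-a2, Hbb-bs and Alas2, which belong to red blood cell precursors, and Clec14a, a gene of endothelial cells. Clec14a passed narrowly (adjusted p = 0.0472 from edgeR's quasi-likelihood test), and its adjusted p reached 0.273 in another alternative. Its EtOH-treated tumors were at 30.8, 25.2, 3.20 and 4.01 CPM, against 1.28 to 2.45 CPM with calcipotriol. Hbb-bs fell from 2011 ± 614 CPM (SD, n = 4) to 251 ± 70.2 CPM (SD, n = 4), a log2 fold change of -3.00 (standard error 0.28, adjusted p = 0.00107 from edgeR's quasi-likelihood test). The α-globin genes Hba-a1 and Hba-a2 are near-identical copies, as are the β-globin genes Hbb-bs and Hbb-bt, so the share of reads that the authors' counting gave to each copy is uncertain. By the same rule the 5 largest rises were Foxd1, Foxr2, Ereg, Col4a6 and Chil3. Foxd1 had 0 counts in each EtOH-treated tumor and 63 to 327 counts with calcipotriol. Against a floor of 3 counts, it was at least 60.7-fold higher on average. Ereg, an epidermal growth factor receptor ligand, was at 21.8 ± 5.3 CPM (SD, n = 4) with calcipotriol and 0.168 ± 0.274 CPM (SD, n = 4) with EtOH (log2 fold change 6.96, standard error 0.75, adjusted p = 0.00233 from the same test). Rnase2a, Klk6 and Il19 were the 3 genes removed by the filter on low counts. Their counts were at or under 3 in each EtOH-treated tumor. On average, they were at least 27.8-fold, 24.1-fold and 14.7-fold higher with calcipotriol. Single calcipotriol-treated tumors came near this floor, with as few as 10 counts of Rnase2a, 5 of Klk6 and 5 of Il19.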

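Of the gene names in the heatmap of Fig. 2C, 47 could be read as single genes, and 36 of these had enough counts to be tested with edgeR. All 36 were higher in calcipotriol-treated tumors, and in 20 of them every calcipotriol-treated tumor was above every EtOH-treated tumor. Of all genes tested, 12.5% had no overlap in either direction, where chance gives 2.86%. The heatmap lists genes that the paper selected on these tumors. Over all genes tested, 5 of the 36 had an adjusted p under the threshold, and 4 of them also passed the fold change threshold, namely Osmr, Ccl24, Clcf1 and Tslp. With adjustment over the list alone, 25 had an adjusted p under the threshold. DESeq2 gave 14 genes past both thresholds. The other 11 genes had at most 73 counts in any tumor and were removed by the filter, among them Il19, Cd4, Ifng and Ccr8. Il17b, with 5 counts over the EtOH-treated tumors and 2 over the calcipotriol-treated tumors, was not higher with calcipotriol. Ifng had 0 counts over the EtOH-treated tumors and 53 over the calcipotriol-treated tumors, of which 34 were in calcipotriol replicate 1.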

**Figure 3:**
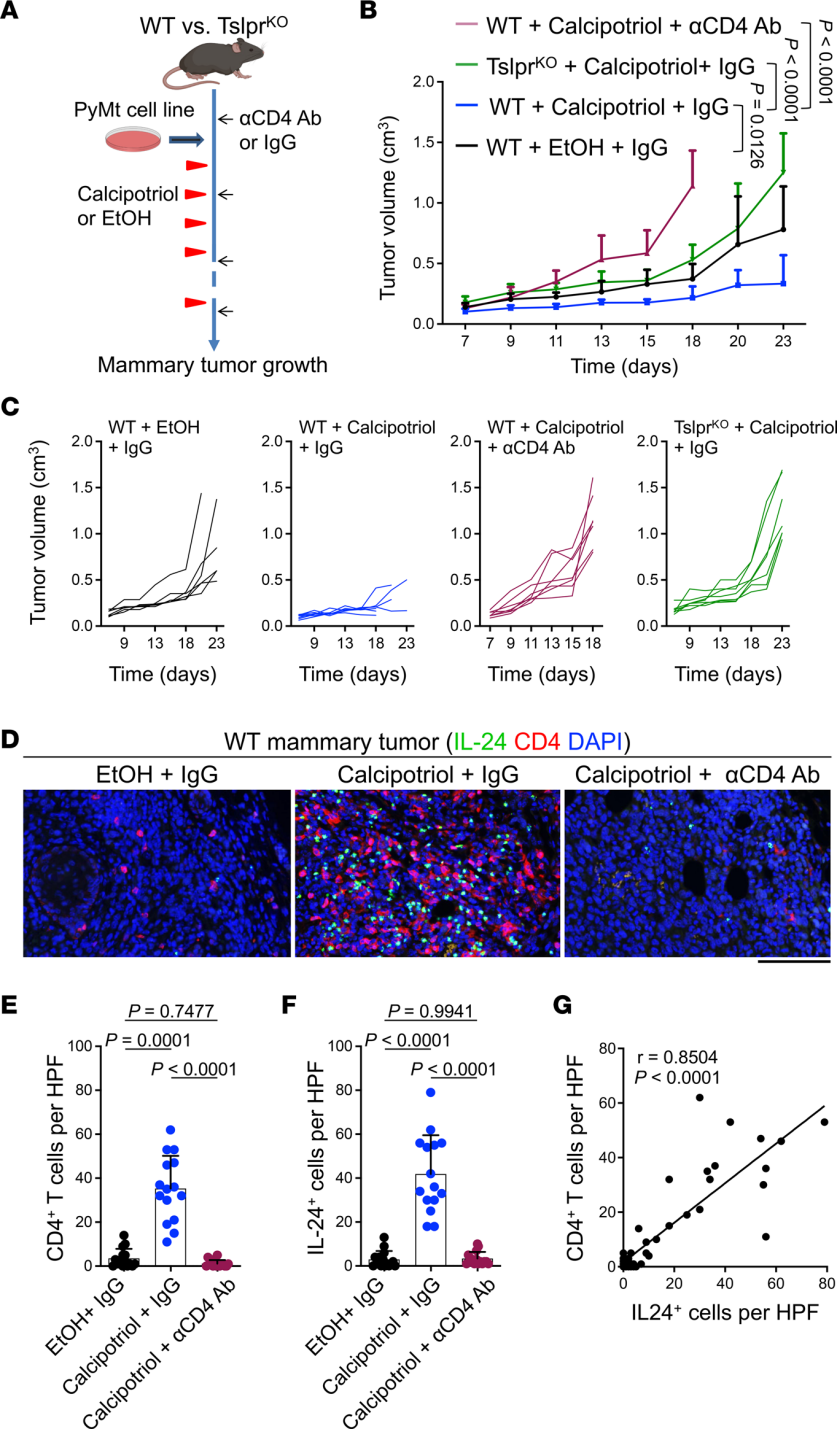
Calcipotriol-mediated mammary tumor suppression and IL-24 induction rely on TSLP and CD4^+^ T cells. (**A**) Schematic diagram outlining the experimental approach to assess the mechanism of topical calcipotriol treatment in inhibiting mammary tumor growth. WT and Tslpr^KO^ mice served as tumor recipients, which were treated with anti-CD4 Ab (αCD4 Ab) or IgG control every 5 days starting 1 day before tumor cell implantation. Two days after orthotopic PyMt mammary tumor cell implantation, mice were topically treated with 20 nmol calcipotriol or EtOH every 2 days. (**B** and **C**) PyMt mammary tumor growth in WT and Tslpr^KO^ mice subjected to calcipotriol versus EtOH treatments, with or without CD4^+^ T cell depletion, shown as (**B**) mean tumor volumes + SD and (**C**) spider plot. WT + EtOH + IgG (*n* = 6), WT + calcipotriol + IgG (*n* = 7), WT + calcipotriol + αCD4 Ab (*n* = 7), and Tslpr^KO^ + calcipotriol + IgG (*n* = 7). (**D**) Representative IF images of mammary tumors stained for CD4 and IL-24. (**E** and **F**) Quantification of (**E**) CD4^+^ T cells and (**F**) IL-24^+^ cells in WT mammary tumors treated with EtOH + IgG, calcipotriol + IgG, or calcipotriol + αCD4 Ab. Each dot represents a high-power field (HPF) image. Three HPF images from 5 tumors are included in each group. (**G**) Correlation between the presence of CD4^+^ T cells and IL-24^+^ cells in WT mammary tumors. Bar graphs show mean + SD, 1-way ANOVA (**E** and **F**), 2-way ANOVA (**B** and **C**), and Spearman’s rank correlation analysis (**G**). Scale bar: 100 μm (**D**).

**Figure 4:**
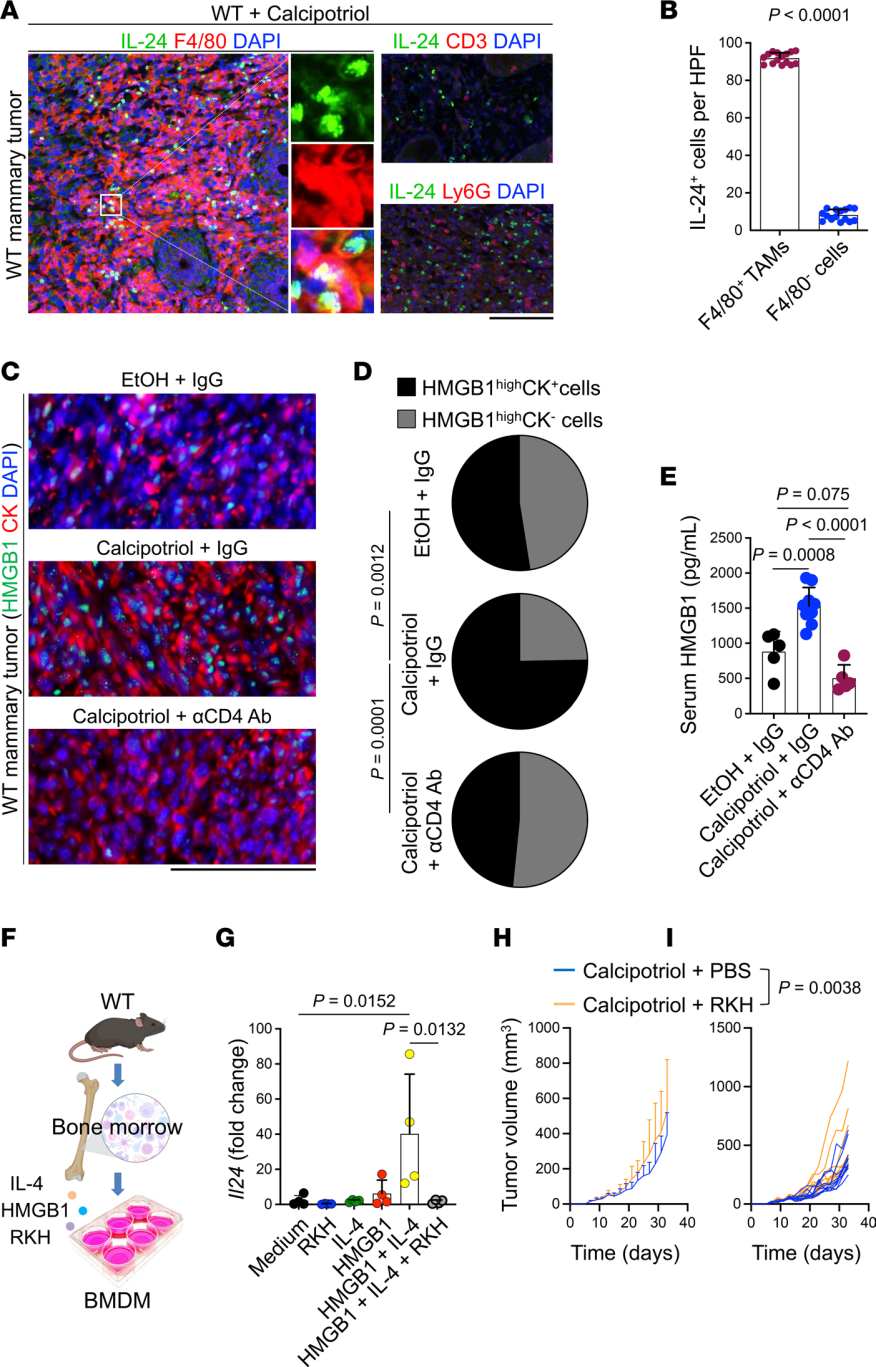
IL-24 is mainly expressed by TAMs in mammary tumors treated with calcipotriol. (**A**) Representative IF images of IL-24–, F4/80-, Ly6G-, and CD3-stained mammary tumor in WT mice treated with topical calcipotriol. (**B**) Quantification of IL-24^+^ F4/80^+^ TAMs versus IL-24^+^ F4/80^-^ cells in PyMt mammary tumors treated with calcipotriol. Each dot represents a high-power field (HPF) image. Five HPF images from 3 tumors are included in each group. (**C**) Representative images of HMGB1- and cytokeratin-stained (CK-stained) PyMt mammary tumor in WT mice treated with EtOH + IgG, calcipotriol + IgG, or calcipotriol + αCD4 Ab. (**D**) Distribution of HMGB1^hi^-expressing cells in CK^–^ and CK^+^ cells in PyMt mammary tumors of WT mice treated with EtOH + IgG (*n* = 6), calcipotriol + IgG (*n* = 7), or calcipotriol + αCD4 Ab (*n* = 7). (**E**) The serum HMGB1 levels in PyMt mammary tumor-bearing WT mice treated with EtOH + IgG (*n* = 5), calcipotriol + IgG (*n* = 9), or calcipotriol + αCD4 Ab (*n* = 5). (**F**) Schematic diagram outlining the experimental design used to test *Il24* induction in BMDMs generated from WT mice stimulated with IL-4, HMGB1, and a TLR4 antagonist, RKH, alone or in combination. (**G**) *Il24* mRNA levels 3 hours after exposure to the indicated stimulations (*n* = 4 in each group). (**H** and **I**) PyMt mammary tumor volume in WT animals treated by topical calcipotriol with PBS (control) versus RKH. 150 mg/kg RKH was injected intraperitoneally into mice twice a week, starting a day before tumor inoculation. Data are presented as (**H**) mean tumor volumes + SD and (**I**) spider plot (*n* = 10 in each group). Bar graphs show mean + SD, Mann-Whitney *U* test (**B**), 1-way ANOVA (**E** and **G**), Fisher’s exact test (**D**), and 2-way ANOVA (**H** and **I**). Scale bars: 100 μm (**A** and **C**).

**Figure 5:**
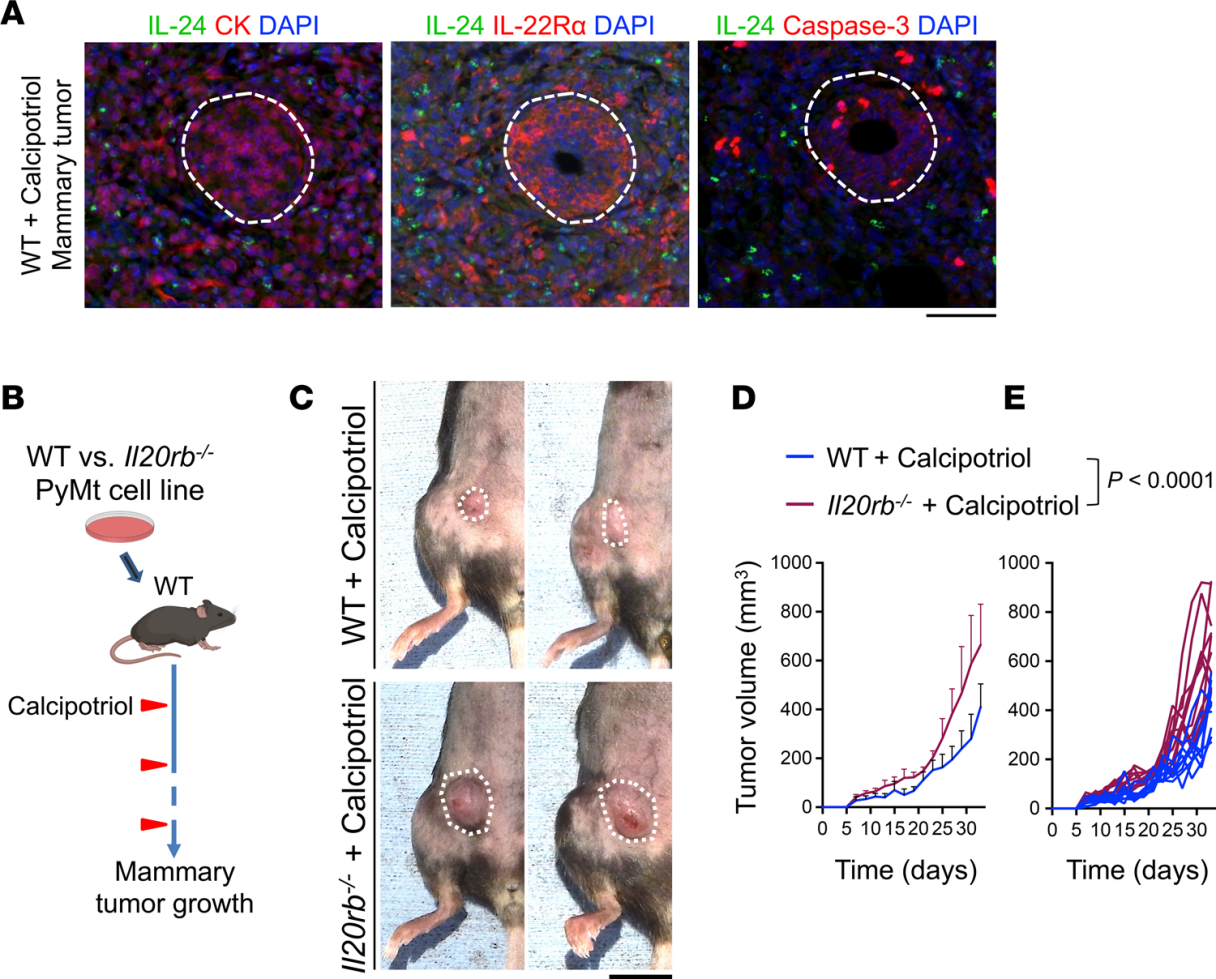
Deletion of the IL-24 receptor in tumor cells blocks the antitumor effect of calcipotriol on mammary tumors. (**A**) Representative IF images of IL-24, IL-22Rα, and cleaved caspase-3–stained PyMt mammary tumor in calcipotriol-treated WT mice. Dotted circles outline a tumor focus. (**B**) Schematic diagram of the experimental setup to assess the contribution of the IL-24/IL-20R axis to the efficacy of topical calcipotriol treatment against PyMt mammary tumor growth. (**C**) Representative macroscopic images of WT and *Il20rb^–/–^* PyMt mammary tumors in WT mice (dotted circles highlight the tumor sites). (**D** and **E**) WT versus *Il20rb^–/–^* PyMt mammary tumor volume over time in calcipotriol-treated WT mice presented as (**D**) mean tumor volumes + SD and (**E**) spider plot (*n* = 10 in each group). Two-way ANOVA (**D** and **E**). Scale bars: 100 μm (**A**) and 1 cm (**C**).

**Figure 6:**
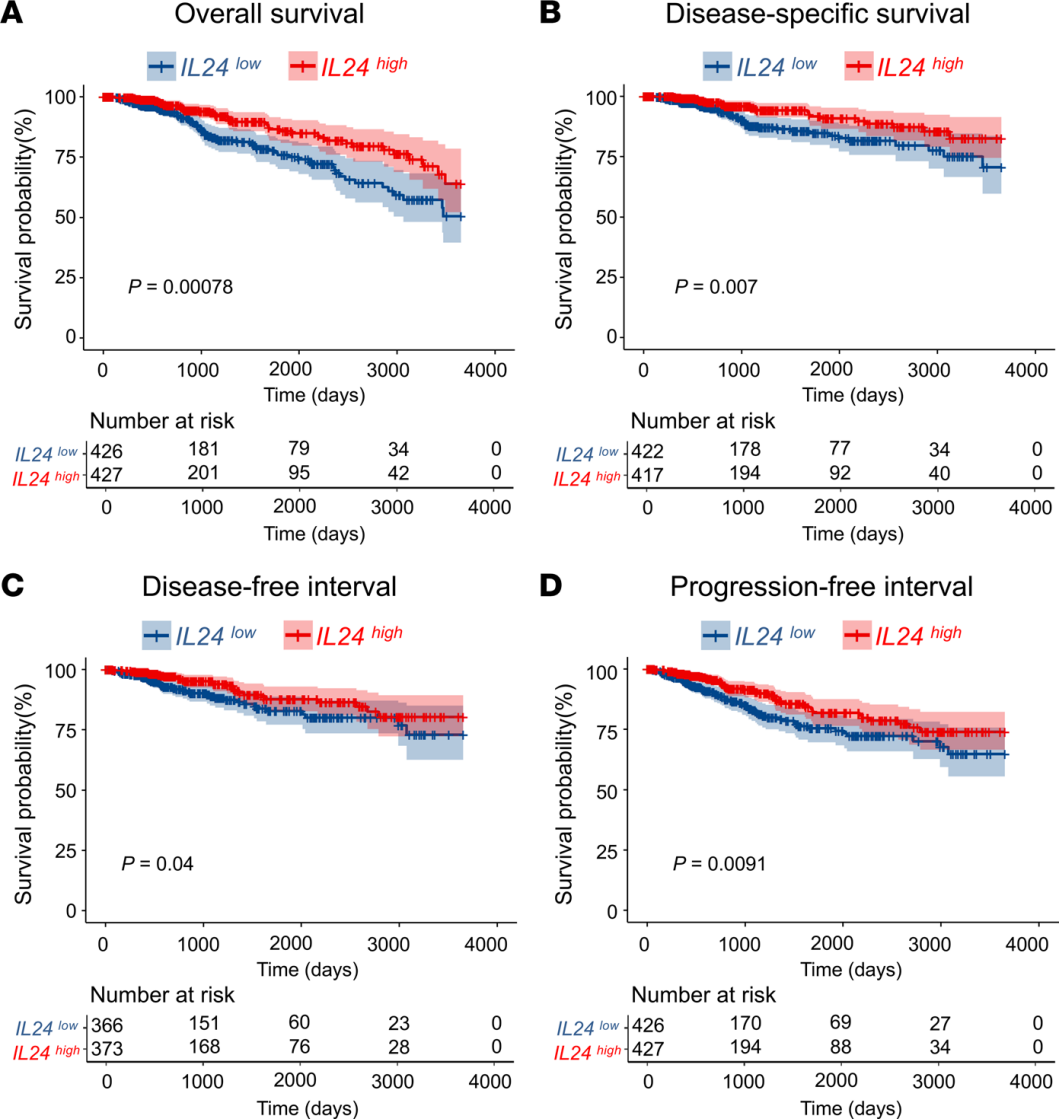
Correlation of *IL24* mRNA expression with clinical outcomes in patients with breast cancer. Kaplan-Meier survival curves derived from TCGA BRCA cohort, categorizing patients based on *IL24* expression. Patients were segmented into high- and low-expression groups using the 40% *IL24* expression threshold. Outcomes are delineated as (**A**) overall survival, (B) disease-specific survival, (**C**) disease-free interval, and (**D**) progression-free interval. Log-rank test (**A**–**D**).

## References

[1] Pilipow K (2021). T-cell-based breast cancer immunotherapy. Semin Cancer Biol.

[2] Sorlie T (2001). Gene expression patterns of breast carcinomas distinguish tumor subclasses with clinical implications. Proc Natl Acad Sci U S A.

[3] Hamilton PT (2022). Tumour immunotherapy: lessons from predator-prey theory. Nat Rev Immunol.

[4] Valsecchi ME (2015). Combined nivolumab and ipilimumab or monotherapy in untreated melanoma. N Engl J Med.

[5] Vonderheide RH (2017). Immunotherapy for breast cancer: what are we missing?. Clin Cancer Res.

[6] Pardoll DM (2012). The blockade of immune checkpoints in cancer immunotherapy. Nat Rev Cancer.

[7] Shan F (2022). Therapeutic targeting of regulatory T cells in cancer. Trends Cancer.

[8] Oh DY, Fong L (2021). Cytotoxic CD4^+^ T cells in cancer: expanding the immune effector toolbox. Immunity.

[9] Chraa D (2019). T lymphocyte subsets in cancer immunity: friends or foes. J Leukoc Biol.

[10] Aspord C (2013). Plasmacytoid dendritic cells support melanoma progression by promoting Th2 and regulatory immunity through OX40L and ICOSL. Cancer Immunol Res.

[11] Demehri S (2016). Thymic stromal lymphopoietin blocks early stages of breast carcinogenesis. J Clin Invest.

[12] Hung K (1998). The central role of CD4(+) T cells in the antitumor immune response. J Exp Med.

[13] Boieri M (2022). CD4+ T helper 2 cells suppress breast cancer by inducing terminal differentiation. J Exp Med.

[14] Binnewies M (2019). Unleashing type-2 dendritic cells to drive protective antitumor CD4^+^ T cell immunity. Cell.

[15] Oh DY (2020). Intratumoral CD4^+^ T cells mediate anti-tumor cytotoxicity in human bladder cancer. Cell.

[16] Mantovani A (2022). Macrophages as tools and targets in cancer therapy. Nat Rev Drug Discov.

[17] Noy R, Pollard JW (2014). Tumor-associated macrophages: from mechanisms to therapy. Immunity.

[18] Murray PJ (2014). Macrophage activation and polarization: nomenclature and experimental guidelines. Immunity.

[19] Mantovani A, Sica A (2010). Macrophages, innate immunity and cancer: balance, tolerance, and diversity. Curr Opin Immunol.

[20] Tzetzo SL, Abrams SI (2021). Redirecting macrophage function to sustain their “defender” antitumor activity. Cancer Cell.

[21] Fontana F (2021). N-cadherin in osteolineage cells modulates stromal support of tumor growth. J Bone Oncol.

[22] Meyer MA (2018). Breast and pancreatic cancer interrupt IRF8-dependent dendritic cell development to overcome immune surveillance. Nat Commun.

[23] Liu C (2021). Advances in rodent models for breast cancer formation, progression, and therapeutic testing. Front Oncol.

[24] Menezes ME (2014). MDA-7/IL-24: multifunctional cancer killing cytokine. Adv Exp Med Biol.

[25] Tang D (2023). The multifunctional protein HMGB1: 50 years of discovery. Nat Rev Immunol.

[26] Xie S (2023). Novel tripeptide RKH derived from *Akkermansia muciniphila* protects against lethal sepsis. Gut.

[27] Sauane M (2006). N-glycosylation of MDA-7/IL-24 is dispensable for tumor cell-specific apoptosis and “bystander” antitumor activity. Cancer Res.

[28] Ribas A, Wolchok JD (2018). Cancer immunotherapy using checkpoint blockade. Science.

[29] Cunningham TJ (2017). Randomized trial of calcipotriol combined with 5-fluorouracil for skin cancer precursor immunotherapy. J Clin Invest.

[30] Schmitt CA (2011). Immunotherapy: TSLP fuels inflammation in breast and pancreatic tumors. Nat Rev Clin Oncol.

[31] Kuan EL, Ziegler SF (2018). A tumor-myeloid cell axis, mediated via the cytokines IL-1α and TSLP, promotes the progression of breast cancer. Nat Immunol.

[32] Bluestone JA (2009). The functional plasticity of T cell subsets. Nat Rev Immunol.

[33] Malandro N (2016). Clonal abundance of tumor-specific CD4(+) T cells potentiates efficacy and alters susceptibility to exhaustion. Immunity.

[34] Johansson M (2008). Polarized immune responses differentially regulate cancer development. Immunol Rev.

[35] Kim H (2022). Calcipotriol, a synthetic vitamin D analog, promotes antitumor immunity via CD4+T-dependent CTL/NK cell activation. Biomed Pharmacother.

[36] Whitaker EL (2012). Interleukin 24: mechanisms and therapeutic potential of an anti-cancer gene. Cytokine Growth Factor Rev.

[37] Pestka S (2004). Interleukin-10 and related cytokines and receptors. Annu Rev Immunol.

[38] Sauane M (2003). MDA-7/IL-24: novel cancer growth suppressing and apoptosis inducing cytokine. Cytokine Growth Factor Rev.

[39] Jiang H (1995). Subtraction hybridization identifies a novel melanoma differentiation associated gene, mda-7, modulated during human melanoma differentiation, growth and progression. Oncogene.

[40] Dabitao D (2018). Cell-specific requirements for STAT proteins and type I IFN receptor signaling discretely regulate IL-24 and IL-10 expression in NK cells and macrophages. J Immunol.

[41] Huang EY (2001). Genomic structure, chromosomal localization and expression profile of a novel melanoma differentiation associated (mda-7) gene with cancer specific growth suppressing and apoptosis inducing properties. Oncogene.

[42] Su ZZ (1998). The cancer growth suppressor gene mda-7 selectively induces apoptosis in human breast cancer cells and inhibits tumor growth in nude mice. Proc Natl Acad Sci U S A.

[43] Jiang H (1996). The melanoma differentiation associated gene mda-7 suppresses cancer cell growth. Proc Natl Acad Sci U S A.

[44] Menezes ME (2015). MDA-7/IL-24 functions as a tumor suppressor gene in vivo in transgenic mouse models of breast cancer. Oncotarget.

[45] Li YJ (2015). Suppression of Her2/Neu mammary tumor development in mda-7/IL-24 transgenic mice. Oncotarget.

[46] Sarkar D (2005). Dual cancer-specific targeting strategy cures primary and distant breast carcinomas in nude mice. Proc Natl Acad Sci U S A.

[47] Dash R (2014). Novel mechanism of MDA-7/IL-24 cancer-specific apoptosis through SARI induction. Cancer Res.

[48] Jiao Y (2007). Growth suppression and radiosensitivity increase by HMGB1 in breast cancer. Acta Pharmacol Sin.

[49] Yang M (2022). Negative effects of stromal neutrophils on T cells reduce survival in resectable urothelial carcinoma of the bladder. Front Immunol.

[50] Roehle K (2021). cIAP1/2 antagonism eliminates MHC class I-negative tumors through T cell-dependent reprogramming of mononuclear phagocytes. Sci Transl Med.

[51] Wang S, Liu X (2019). G3F: global, multidimensional spectral regression analysis. J Open Source Softw.

[52] Zeng D (2021). IOBR: multi-omics immuno-oncology biological research to decode tumor microenvironment and signatures. Front Immunol.

# Supplementary material for: CD4+ T helper 2 cell–macrophage crosstalk induces IL-24–mediated breast cancer suppression
**Source:** JCI Insight. 2025 Jan 9;10(1):e180962. doi: 10.1172/jci.insight.180962
**Supplement:** Supplemental data

# **Supplemental Data**

## **CD4<sup>+</sup> T helper 2 cell-macrophage crosstalk induces interleukin 24-mediated breast cancer suppression**

Bo Wang, Yun Xia, Can Zhou, Yuhan Zeng, Heehwa G. Son, Shadmehr Demehri\*

## Supplemental Figures

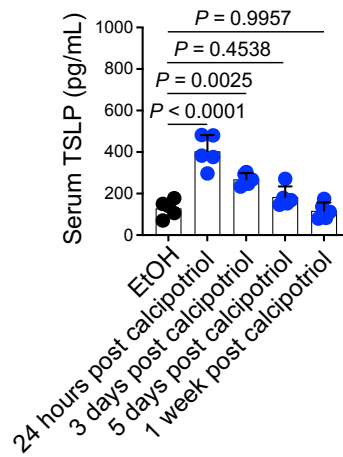

### Supplemental Figure 1. Topical calcipotriol treatment increases circulating TSLP levels.

Six-week-old wild-type (WT) mice were injected with PyMt cells into the mammary fat pad. Starting two days after orthotopic PyMt tumor cell implantation, the mice were treated topically with 20 nmol calcipotriol every two days. TSLP levels in circulation were measured following the cessation of calcipotriol treatment (n=5 in each group). EtOH solvent was used in the control group. Bar graph shows mean + SD, one-way ANOVA.

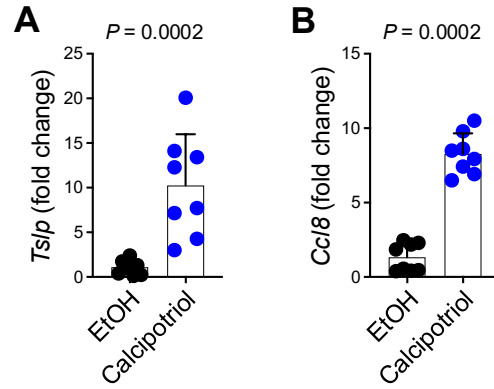

**Supplemental Figure 2. qRT-PCR validation of *Ts/p* and *Ccl8* induction in calcipotriol-treated tumors.** (A and B) Gene expression analysis of (A) *Ts/p* and (B) *Ccl8* in calcipotriol-treated versus EtOH-treated tumors (n = 8 in each group). Results are expressed as fold change compared with EtOH control. Bar graphs show mean + SD, Mann-Whitney *U* test (A and B).

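qRT-PCR measures the amount of a transcript in reverse-transcribed RNA from the number of amplification cycles needed to reach a set signal, relative to a reference transcript. A fold change relative to the EtOH group sets the mean of the EtOH-treated tumors as the unit. These values come from a separate assay, which is not analysed here, while the RNA-Seq values of Tslp and Ccl8 are read counts scaled by an adjusted size of each library.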

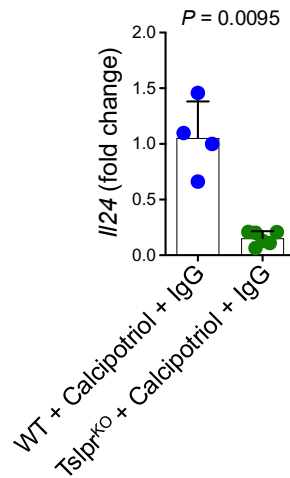

**Supplemental Figure 3. *I/24* induction by calcipotriol in mammary tumors implanted in WT and Tslpr<sup>KO</sup> mice.** *I/24* expression in PyMt tumors grown in WT versus Tslpr<sup>KO</sup> mice treated with calcipotriol. Groups: WT + Calcipotriol + IgG (n = 4), Tslpr<sup>KO</sup> + Calcipotriol + IgG (n = 6). Bar graph shows mean + SD, Mann-Whitney *U* test.

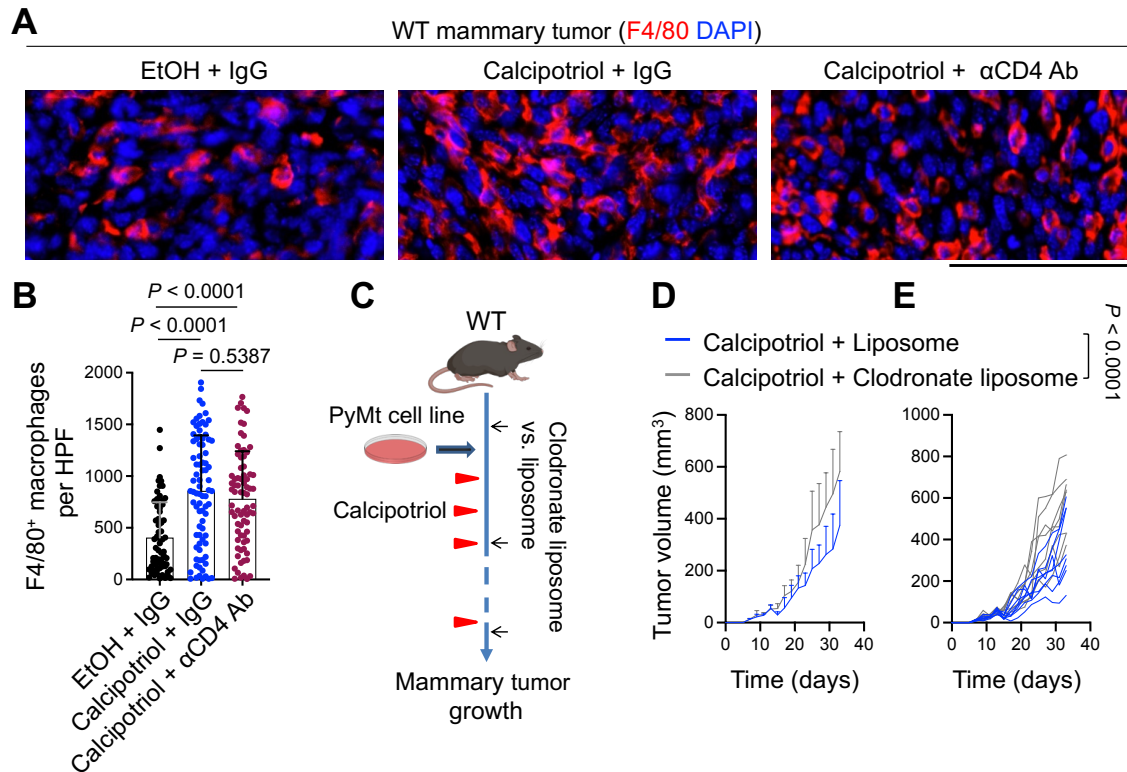

**Supplemental Figure 4. Macrophages are essential for the therapeutic effect of calcipotriol on mammary tumors.** (A) Representative images of F4/80 stained PyMt mammary tumor in WT mice treated with EtOH + IgG, calcipotriol + IgG, or calcipotriol +  $\alpha$ CD4 Ab. (B) Quantification of F4/80<sup>+</sup> macrophages in WT mammary tumors treated with EtOH + IgG (n = 6), calcipotriol + IgG (n = 7), or calcipotriol +  $\alpha$ CD4 Ab (n = 7). F4/80<sup>+</sup> macrophages were counted in up to ten randomly selected HPF images from each tumor. Each dot indicates F4/80<sup>+</sup> macrophage count in one HPF image. (C) Schematic diagram of the experimental setup to assess the contribution of macrophages to the efficacy of topical calcipotriol treatment against PyMt mammary tumor growth. (D and E) PyMt mammary tumor volume in WT animals treated by topical calcipotriol with liposome (control) versus clodronate liposome shown as (D) mean tumor volumes + SD and (E) spider plot of mammary tumor volume over time (n = 8 in each group). Bar graph shows mean + SD, one-way ANOVA (B), two-way ANOVA (D and E), scale bar: 100  $\mu$ m (A).

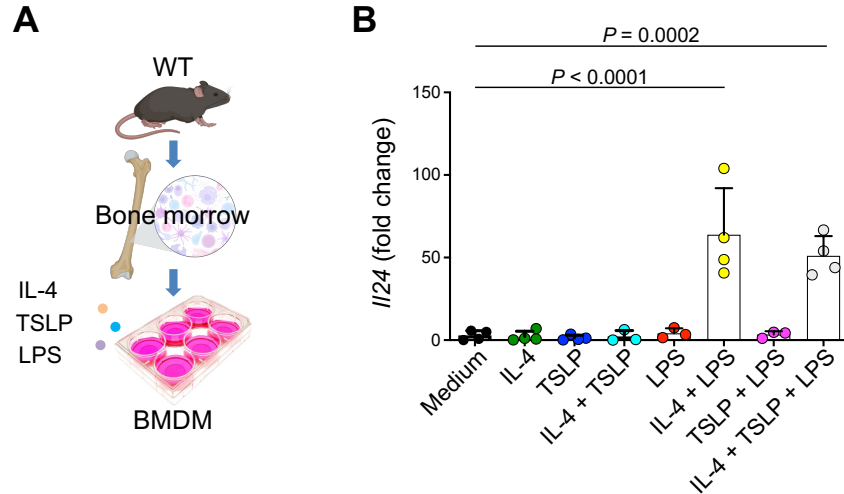

**Supplemental Figure 5. IL-4 plus TLR4 agonist induces IL-24 expression in BMDMs. (A)**

Schematic diagram of the experimental design to evaluate *Il24* induction in WT BMDMs after stimulation with IL-4, TSLP, LPS, or their combinations. **(B)** *Il24* mRNA levels 3 hours after exposure to the indicated stimulations. Groups: Medium (n = 4), IL-4 (n = 4), TSLP (n = 4), IL-4 + TSLP (n = 3), LPS (n = 3), IL-4 + LPS (n = 4), TSLP + LPS (n = 3), and IL-4 + TSLP + LPS (n = 4). Bar graph shows mean + SD, one-way ANOVA.

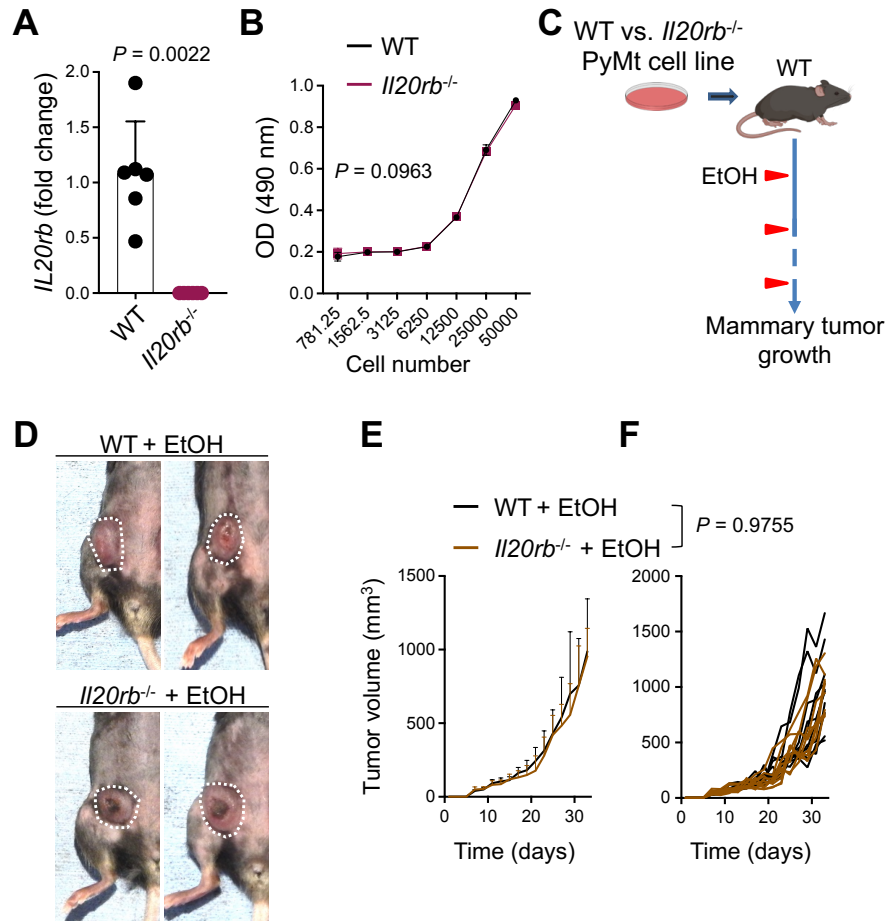

**Supplemental Figure 6. Growth rates of WT and *IL20rb*<sup>-/-</sup> PyMt mammary tumor cells *in vitro* and *in vivo*.** (A) *IL20rb* expression in WT versus *IL20rb*<sup>-/-</sup> PyMt cells ( $n = 6$  in each group). (B) The proliferation rate of WT versus *IL20rb*<sup>-/-</sup> PyMt cells *in vitro* using an MTS assay ( $n = 5$  in each group). (C) Schematic diagram outlining the experimental design used in EtOH control study to test the role of IL-24/IL-20R axis in mediating the antitumor impact of topical calcipotriol treatment on PyMt mammary tumor growth. Six- to eight-week-old WT mice were used as tumor recipients. The animals were treated with 20 nmol calcipotriol versus EtOH topically every 2 days, starting at 2 days after orthotopic WT or *IL20rb*<sup>-/-</sup> PyMt mammary tumor cell implantation. Calcipotriol treatment groups are presented in Figure 5. (D) Representative macroscopic images of EtOH-treated mammary tumors at the endpoint (dotted circles highlight the tumor sites). (E and F) WT and *IL20rb*<sup>-/-</sup> PyMt mammary tumor volume in WT animals treated with topical EtOH shown as (E)

mean tumor volumes + SD and (F) spider plot of mammary tumor volume over time ( $n = 10$  in each group). Bar graphs show mean + SD, Mann-Whitney  $U$  test (A), and two-way ANOVA (B, E, and F), scale bar: 1cm (D).

**Supplemental Table 1. Univariate and multivariate analyses of factors associated with overall survival in TCGA-BRCA patients (*n* = 853).**

| Variable                                         | Univariate |              |                  | Multivariate |              |                  |
|--------------------------------------------------|------------|--------------|------------------|--------------|--------------|------------------|
|                                                  | HR         | 95% CI       | <i>P</i> -value  | HR           | 95% CI       | <i>P</i> -value  |
| Age, years                                       | 1.028      | 1.014-1.043  | <b>&lt;0.001</b> | 1.030        | 1.014-1.046  | <b>&lt;0.001</b> |
| <i>IL24</i> (high vs. low)                       | 0.527      | 0.360-0.771  | <b>0.001</b>     | 0.651        | 0.429- 0.986 | <b>0.043</b>     |
| T Stage (T <sub>3+4</sub> vs. T <sub>1+2</sub> ) | 1.716      | 1.130-2.605  | <b>0.011</b>     | 1.248        | 0.768- 2.029 | 0.372            |
| N Stage (N+ vs. N-)                              | 2.588      | 1.684-3.977  | <b>&lt;0.001</b> | 2.407        | 1.503- 3.854 | <b>&lt;0.001</b> |
| M Stage (III-IV vs. I-II)                        | 7.546      | 4.285-13.289 | <b>&lt;0.001</b> | 3.496        | 1.801- 6.787 | <b>&lt;0.001</b> |
| Gender (Male vs. Female)                         | 0.795      | 0.111-5.700  | 0.8191           |              |              | <b>NA</b>        |

Abbreviations: TCGA, The Cancer Genome Atlas; BRCA, breast cancer; HR, hazard ratio; CI, confidence interval; NA, not applicable. T Stage, Tumor stage; N stage, Nodal Stage; M stage, metastasis stage.

Variables associated with overall survival in the univariate analysis were adopted as covariates the multivariate Cox regression analysis. Significant *P*-values are shown in **bold**. HR > 1 = increased risk; HR < 1 = decreased risk.

**Supplemental Table 2. Antibodies used in the study.**

| <b><u>Immunofluorescence Antibodies</u></b> | <b><u>Conjugate</u></b> | <b><u>Clone</u></b> | <b><u>Manufacturer</u></b>  | <b><u>Cat #</u></b> | <b><u>Isotype</u></b> | <b><u>RRID</u></b> |
|---------------------------------------------|-------------------------|---------------------|-----------------------------|---------------------|-----------------------|--------------------|
| CD3                                         | Purified                | CD3-12              | Abcam                       | Ab11089             | Rat IgG1              | AB_369097          |
| CD4                                         | Purified                | EPR19514            | Abcam                       | Ab183685            | Rabbit IgG            | AB_2686917         |
| CD8 $\alpha$                                | Purified                | D4W2Z               | Cell Signaling Technologies | 98941               | Rabbit IgG            | AB_2756376         |
| HMGB1                                       | Purified                | D3E5                | Cell Signaling Technologies | 6893                | Rabbit IgG            | AB_10827882        |
| F4/80                                       | Purified                | D2S9R1              | Cell Signaling Technologies | 70076S              | Rabbit IgG            | AB_2799771         |
| IL-24                                       | Purified                | 303308              | R&D Systems                 | MAB2786-SP          | Rat IgG2A             | AB_10890924        |
| Ly6G                                        | Purified                | E6Z1T               | Cell Signaling Technologies | 87048               | Rabbit IgG            | AB_2909808         |
| Cleaved Caspase-3                           | Purified                | 5A1E                | Cell Signaling Technologies | 9664                | Rabbit IgG            | AB_2070042         |
| Cytokeratin                                 | Purified                | AE1/AE3             | Dako                        | M3515               | Mouse IgG1 kappa      | AB_2132885         |
| <b><u>Blocking Antibodies</u></b>           | <b><u>Conjugate</u></b> | <b><u>Clone</u></b> | <b><u>Manufacturer</u></b>  | <b><u>Cat #</u></b> | <b><u>Isotype</u></b> | <b><u>RRID</u></b> |
| <i>InVivo</i> MAb anti-mouse CD4            | Purified                | GK1.5               | BioXCell                    | BE0003              | Rat IgG2b, $\kappa$   | AB_1107636         |
| Rat IgG2b-UNLB                              | Purified                | SB64a               | SouthernBiotech             | 0127-01             | Rat IgG2b             | AB_2794066         |
| <b><u>Secondary Antibodies</u></b>          | <b><u>Conjugate</u></b> | <b><u>Clone</u></b> | <b><u>Manufacturer</u></b>  | <b><u>Cat #</u></b> | <b><u>Isotype</u></b> | <b><u>RRID</u></b> |
| Goat anti-Rabbit IgG                        | Alexa Fluor™ 568        | Polyclonal          | Thermofisher Scientific     | A11036              | Goat IgG              | AB_10563566        |
| Goat Anti-Rat IgG                           | Alexa Fluor™ 647        | Polyclonal          | Thermofisher Scientific     | A21247              | Goat IgG              | AB_141778          |
| Goat Anti-Rat IgG                           | Alexa Fluor™ 488        | Polyclonal          | Thermofisher Scientific     | A11006              | Goat IgG              | AB_2534074         |
| Goat Anti-Mouse IgG                         | Alexa Fluor™ 568        | Polyclonal          | Thermofisher Scientific     | A11004              | Goat IgG              | AB_2534072         |

**Supplemental Table 3. PCR primer sets used in the study.**

| <b><u>Name</u></b> | <b><u>Sequence</u></b> (5 ' - 3 ' ) |
|--------------------|-------------------------------------|
| <i>Il24 F</i>      | CAATTCCATGCTTCCCATTAGTG             |
| <i>Il24 R</i>      | ATTTCTGCATCCAGGTCAGGAG              |
| <i>Il20rb F</i>    | ACCCCTTTAACCGAAATGCAA               |
| <i>Il20rb R</i>    | TTAACATGTTCCGCGGCGCC                |
| <i>Tslp F</i>      | CCAGGCTACCCTGAAACTGA                |
| <i>Tslp R</i>      | TCTGGAGATTGCATGAAGGA                |
| <i>Ccl8 F</i>      | TCTACGCAGTGCTTCTTTGCC               |
| <i>Ccl8 R</i>      | AAGGGGGATCTTCAGCTTTAGTA             |

How the deposited data were processed for this re-analysis (not part of the article)

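Tumor RNA from 4 calcipotriol-treated and 4 EtOH-treated mice was sequenced by the authors, who deposited a table of estimated counts per gene (expected counts, given to 2 decimals), with a column for each tumor and no scaling between tumors. The paper states that the data were analyzed with a numbered pipeline version, that the reads were demultiplexed and examined for quality, and that differentially expressed genes were found with limma. The paper's text does not name the aligner, counting program, genome build or annotation. Samples were assigned to groups and replicate numbers from their labels and the paper. The table has 0 columns of other samples.

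The deposited estimated counts were rounded to whole numbers. The tests had been planned for whole counts, and the rounding is the only change made because the table holds estimated counts. Gene identifiers were matched to symbols and positions in GENCODE M21 (GRCm38), and positions are given in that build; 52081 of 55414 identifiers matched. Identifiers absent from this annotation have no symbol here, and they were kept in the tests. Library totals ranged from 19685419 to 25084713 counts. At this depth the smallest amount that 3 counts can show is about 0.136 CPM, and genes with all tumors of a group at or under 3 counts are given as lower bounds. Counting error alone is covered by these bounds, since reads after PCR are not independent molecules.

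The groups were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM, glmQLFit and glmQLFTest), with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1 as thresholds. Each edgeR standard error was derived from the quasi-likelihood F statistic, as the absolute log2 fold change divided by the square root of F. CPM values were scaled by the TMM library sizes, and log2 CPM used a prior count of 2. Gene lists with at least 3 tested genes were tested with camera from limma 3.58.1, with a preset inter-gene correlation of 0.01 and adjustment over 18 lists, 14 of which were markers of cell types or states. The cytokine and receptor genes were also tested with Fisher's exact test among all tested protein-coding genes. Il24, Tslp and Ccl8 were also compared with a two-sided exact permutation test over the 70 arrangements of the tumors.

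The genes named in the text are those that the paper's text, Fig. 2A or Fig. 2C names, those of the gene lists, and the 5 largest rises and 5 largest falls in log2 fold change among genes past both thresholds whose groups do not overlap and whose mean is at least 50 counts. This rule, the gene lists, the tests and the alternatives were set before the data were examined. The alternatives were DESeq2's size factors in place of TMM, no filter on low counts, a minimum of 10 counts in every tumor, the DESeq2 test (version 1.42.0), limma-voom, removal of erythroid genes before normalization, no fold change minimum, glmTreat, fry and camera with an estimated correlation for gene lists, and each tumor left out in turn. The numbers of genes past the thresholds, the 4 lists of the paper's processes and the 9 marker lists that passed were also recomputed over the 35 ways of splitting the 8 tumors into 4 and 4. Random gene lists for comparison were matched on expression, GC content and transcript length (10000 draws, seed 1).

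The scripts were tested on simulated data with the genes, library sizes and mean expression of the tumors and 200 genes changed by a log2 fold change of 2 at a dispersion of 0.12. edgeR recovered 191 of the 200 genes with 9 false calls among 14282 genes, limma-voom 187 with 6, and DESeq2 190 with 26.

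The qRT-PCR, imaging and flow cytometry experiments of the paper were not analysed here, nor was the KEGG enrichment repeated with its own gene lists.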

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

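Apart from the tests of the sample label of calcipotriol replicate 1, each set before its own result was seen, the tests in this part were chosen after the results were seen, and so were the genes examined for tumors far from the others. A tumor was singled out where its gap to the nearest other tumor of its group was too large a share of the range of the group by Dixon's test at the 5% level. This was the case in 10 of 126 groups examined (library measures, and the genes discussed on the scale of log2 of CPM plus 0.1), and chance alone gives about 6.3.

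Of the 10, 6 are calcipotriol replicate 1. It had 220 CPM of Csf1r, against 72.2 to 74.2 CPM in the other calcipotriol-treated tumors, 51.8 CPM of Adgre1, which encodes F4/80, against 23.1 to 24.6 CPM, and 23.2 CPM of Csf2rb against 13.3 to 14.4 CPM. It had 51.7 CPM of Cd163 against 122.8 to 137.4 CPM, 16.2 CPM of Il10 against 57.2 to 70.8 CPM and 62.2 CPM of Lif against 72 to 73.1 CPM. Several of these are macrophage genes that vary together, so they do not count as separate observations. In the fit without this tumor, 642 genes passed both thresholds, against 292 with it.

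A mislabelled sample was tested as an explanation for calcipotriol replicate 1, on the 626 of these 642 genes that were also tested with all 8 tumors. It lay nearer the mean of the other calcipotriol-treated tumors for 43.9% of them. By the criterion set before the result was seen, that a mislabelled tumor lies nearer the EtOH mean for most genes, the test points to a wrong label, by a narrow margin. A comparison added after this value was seen weakens that reading. Each EtOH-treated tumor, left out in the same way, lay nearer its own group for 82.7% to 95.7% of the genes called without it. By this comparison, calcipotriol replicate 1 lies between the groups rather than with the EtOH-treated tumors. A further test was set after these values but before its own result was seen. For 65.3% of the 626 genes, this tumor lay beyond every EtOH-treated tumor on the side of the calcipotriol-treated tumors. Every other tumor was tested on its own smaller set, the 110 to 231 genes called without it. The left-out EtOH-treated tumors lay beyond the other 3 of their group for 22.6% to 48.3% of their genes. The other calcipotriol-treated tumors lay beyond all 4 EtOH-treated tumors for 99.2% to 100%. By this test, in which the genes differ between tumors, calcipotriol replicate 1 is not an EtOH-treated tumor under a wrong label. The label tests thus gave different answers. Its share of counts on erythroid genes was 0.0889%, against 0.0462% to 0.0691% in the other calcipotriol-treated tumors and 0.345% to 0.563% in the EtOH-treated tumors. By this share, it lies near the calcipotriol-treated tumors and outside the range of the EtOH-treated tumors. For the erythroid genes, this argues against an EtOH-treated tumor under a wrong label. Another candidate explanation is a lower exposure to calcipotriol or a weaker response. Cyp24a1, a target gene of the vitamin D receptor, had 0 counts in this tumor and 130, 36 and 52 counts in the others. Cyp24a1 was chosen after the tumor had stood out, and this count alone does not establish the explanation. Among the calcipotriol-treated tumors, genes named as higher in Fig. 2A went both ways. Ereg (28.8 CPM against 16.3 to 22.6), Dlx3 (11.0 against 5.29 to 9.32) and Ret (6.28 against 0.594 to 3.26) were highest in this tumor. Inmt (15.8 CPM against 49.5 to 84.4), Tslp (13.5 against 22.6 to 52.2) and Ccl24 (3.69 against 10.7 to 17.3) were lowest. These genes leave a general weaker response undecided.

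The other four are single values. Ccl24 was at 1.72 CPM in EtOH replicate 4, against 0.729 to 0.779 CPM in the others. Msx3 was at 0.146 CPM (3 counts) in EtOH replicate 1 and at 0 in the others, and Cd3e at 0.487 CPM (10 counts) in EtOH replicate 2 and at 0 in the others. Foxr2 was at 23.3 CPM in calcipotriol replicate 5, against 2.37 to 2.78 CPM in the others. No explanation of these was tested.

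Among genes of the lists written for cell types and processes that the paper does not name in Fig. 2, 9 were higher with calcipotriol past both thresholds, and every calcipotriol-treated tumor was above every EtOH-treated tumor for each of the 9. Vegfa (log2 fold change 1.43) passed in each of the 8 fits without 1 tumor (adjusted p 0.00139 to 0.0116). Timp1 (1.18) did not pass in all of them (adjusted p 0.031 to 0.123). No explanation was tested for these 2 genes.

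Retnla (log2 fold change 4.43), Chil3 (5.50) and Cd163 (1.87) are genes of alternatively activated or tissue-resident macrophages. Chil3 varied widely, at 640 ± 873 CPM (SD, n = 4) with calcipotriol. Their adjusted p reached 0.108 for Retnla with limma-voom, and 0.0968 for Chil3 and 0.0629 for Cd163 without 1 of the tumors. The list of alternative activation genes as a whole passed with any 1 tumor left out (highest adjusted p = 0.0152), but its adjusted p was 0.212 when the correlation between its genes was estimated from the tumors. A shared cause acting on a few correlated genes can therefore not be told apart from a general change of this list.

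Krt14 (log2 fold change 5.17), Krt76 (3.31), Perp (4.21) and Trp63 (2.57) are genes of keratinocytes and basal epithelial cells. Krt76 passed in every alternative and with any 1 tumor left out (adjusted p at most 0.0111), while Krt14 reached an adjusted p of 0.446 with limma-voom, Perp 0.0596 and Trp63 0.107 without 1 of the tumors. Skin left in the tumor samples is a candidate explanation. Genes of cornified epidermis, tested to decide this, gave an adjusted p of 0.997, but only 3 of 13 had enough counts and the direction of the list changed with the processing, so skin cannot be excluded. GC content, length and expression level do not account for it, as 0% of 10000 random lists matched on these had a median as high as the keratinocyte list. The list no longer passed when the correlation between its genes was estimated (adjusted p = 0.194), and its adjusted p reached 0.26 in another alternative. A change in the tumor cells themselves remains a hypothesis that cannot be told apart from skin in the samples or from a shared shift of a few correlated genes.

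Cyp24a1 was at 0 counts in the 4 EtOH-treated tumors and above the floor in 3 of the 4 calcipotriol-treated tumors, at least 18.1-fold higher on average. It was removed by the filter on low counts, and without the filter its adjusted p was 0.0135 from edgeR's quasi-likelihood test. Calcipotriol is a vitamin D receptor agonist applied to the skin, and a response in the tumor itself is a hypothesis that was not tested further.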

How the results depend on the processing

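The alternatives were set before the data were examined. The log2 fold changes of Il24, Tslp and Ccl8 were positive under every alternative that could be computed, while their adjusted p crossed the threshold in several. With DESeq2 the log2 fold change of Il24 was 3.21 and that of Ccl8 2.84, and both passed. Without the filter on low counts they were 3.19 and 2.84, and both passed. Ccl8 also passed with limma-voom (3.44) and with a minimum of 10 counts in every tumor (2.84). Tslp did not pass with limma-voom (1.62). Over all the alternatives that kept the 8 tumors, the adjusted p of Il24 ranged from 0.00271 to 0.0887, that of Tslp from 3.54e-05 to 0.0679 and that of Ccl8 from 0.00523 to 0.0519. Il24 was removed by the minimum of 10 counts in every tumor, so this setting gave no fold change or rank for it. The cause of these changes was not tested.

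The number of differentially expressed genes was 292 (155 higher, 137 lower). It was 640 (315 higher, 325 lower) with DESeq2, 458 (247 higher, 211 lower) without the filter, and 22 (13 higher, 9 lower) with glmTreat. edgeR and DESeq2 shared 279 genes. Size factors, the minimum of 10 counts, removal of erythroid genes, limma-voom and no fold change minimum gave 274 to 396 genes. Of the genes named in Fig. 2A, 19 passed, and 11 with limma-voom. Of the genes of Fig. 2C, 4 passed, 14 with DESeq2 and 11 without the filter. The cause was not tested.

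The JAK/STAT list passed with DESeq2 (adjusted p = 0.0248) and in no other alternative. The angiogenesis list was lower in every alternative, and failed only with an estimated correlation (adjusted p = 0.194). The cytokine and receptor list and the tissue remodeling list passed in none. Of 14 marker lists, 9 passed, 11 without the filter, 5 with fry and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. The preset correlation of camera is thus the choice on which the gene list results rest most. Lists with an adjusted p near 1 changed direction. Cornified epidermis turned to higher with DESeq2 (0.857), fry (0.93) and no filter (0.467), and fibroblasts turned to lower with DESeq2's size factors (0.993), DESeq2 (0.932), erythroid genes removed (0.99955) and no filter (0.69). The erythroid list has no value with its genes removed.

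With each of the 8 tumors left out in turn, there were 110 to 642 differentially expressed genes, 68 to 241 of them higher and 41 to 401 lower. The highest value came without calcipotriol replicate 1. Genes of Fig. 2A past the thresholds numbered 11 to 21, those of Fig. 2C 2 to 12 and marker lists 5 to 10. The log2 fold change ranged from 2.78 to 4.47 for Il24, from 1.33 to 2.05 for Tslp and from 2.49 to 3.42 for Ccl8. Il24 passed the threshold in 1 of the 8 fits, the one without EtOH replicate 4, and its rank by p ranged from 4 to 24. Tslp passed in 2 of the 8 fits (adjusted p 0.00365 to 0.079), those without calcipotriol replicate 1 or 5, and Ccl8 in 2 of the 8 (adjusted p 0.0354 to 0.131). Tlr4, whose log2 fold change was 0.01, ranged from -0.0951 to 0.0898. The adjusted p of lists that changed direction ranged from 0.24 to 0.989 for adipocytes, from 0.395 to 0.989 for cornified epidermis, from 0.647 to 0.994 for fibroblasts and from 0.0727 to 0.979 for neutrophils. Of 432 values of other single genes in these fits, 103 were weaker and 6 stronger. Each fit without a tumor has 1 replicate fewer, and a loss of significance there does not show a smaller effect.

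No paired analysis was possible because the groups share only replicate number 1 in the labels. Counts were low for Il24, with 0 to 26 in the EtOH-treated tumors, and for the 11 genes of Fig. 2C that the filter removed, with at most 73 in any tumor. Whether more reads would change their results was not tested.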

Differences from the paper's values

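The paper's table of differentially expressed genes holds 826 genes, 482 higher and 344 lower (the paper's values), against 292, 155 and 137 here. Of the alternatives set before the data were examined, the DESeq2 test gave a total of 640 and 325 lower genes, and the fit without calcipotriol replicate 1 a total of 642 and 401 lower genes, all within 1.5 times the paper's values. No alternative came within 1.5 times the paper's number of higher genes (315 with DESeq2 and 241 without calcipotriol replicate 1), and the remaining alternatives did not close the gap for the total or the lower genes. With limma-voom, from the package that the paper names, there were 274 genes. However, the columns of the paper's table carry names that DESeq2 uses, so which test produced it is unresolved. DESeq2 was not run without the filter on low counts, so the effect of both choices together was not tested. Of the paper's 826 genes, 670 were tested here, 666 changed in the same direction, and 263 were among the 292. With DESeq2, 567 of the 640 genes were in the paper's table. Of the 24 genes named in Fig. 2A whose log2 fold changes were compared, 1 differed from the paper's by more than its standard error. Cd3e had a log2 fold change of 2.32 (adjusted p = 0.389) against 6.14 in the paper's table (the paper's value). Without EtOH replicate 2, which holds all 10 counts of Cd3e with EtOH, it was 6.82, within a standard error of the paper's value, and no other alternative closed the gap. Cd3e did not pass the threshold in any setting that gave it an adjusted p (0.11 to 0.551 with 1 tumor left out), and DESeq2 gave it none.

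The paper states that Il24 is the most significantly upregulated gene of the cytokine and receptor gene set. Here it ranked 16 by p and 7 by fold change among the 92 higher genes of this family, and its rank by p was 11 with DESeq2 and limma-voom. In the paper's own table, Ccl24 (the paper's adjusted p = 1.17e-12) and Osmr (the paper's adjusted p = 8.2e-12) come before Il24 (the paper's adjusted p = 9.33e-05), which ranks 7 of the paper's 18 such genes. Il24 passed the adjusted threshold with DESeq2 (adjusted p = 0.00271), without the filter on low counts (0.0466) and without EtOH replicate 4 (0.0371), and not in edgeR as planned (0.088) or limma-voom (0.0828).

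The paper states that Ccl8 is significantly upregulated. Its adjusted p here was 0.0511, and it passed with DESeq2 (0.00785), limma-voom (0.015), a minimum of 10 counts (0.0404), no filter (0.00523), and without calcipotriol replicate 1 (0.0354) or EtOH replicate 3 (0.0493). Of the 29 genes named in Fig. 2A, 10 were not called here. Notch4, Mmp9 and Ret had adjusted p of 0.0942, 0.123 and 0.0725, and each passed with DESeq2. Notch4 and Ret also passed without the filter, and Ret without EtOH replicate 1. Rnase2a, Klk6 and Il19, which were not tested, passed without the filter (adjusted p = 0.00103, 0.00314 and 0.0211). Without the filter, 26 of the 29 passed both thresholds.

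The paper states that inflammation and JAK/STAT genes rose and that tissue remodeling genes fell. No list of inflammation genes was tested here. The JAK/STAT list had an adjusted p of 0.157 here, and passed with DESeq2 (0.0248). The tissue remodeling list had an adjusted p of 0.382, with as many genes higher as lower, and passed in no setting. The cytokine and receptor list, which stands in for the KEGG pathway that the paper reports as upregulated, had an adjusted p of 0.382 and passed in no setting. Fisher's exact test of its higher genes gave p = 0.0451, or 0.0901 after adjustment over both directions. Of the genes of Fig. 2C, 4 passed both thresholds here, 14 with DESeq2, 11 without the filter and 2 to 12 with 1 tumor left out. The heatmap places Il17b among genes higher with calcipotriol, while it had 5 counts over the EtOH-treated and 2 over the calcipotriol-treated tumors.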

Other observations

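The tests against other splits of the tumors were set before their results were seen, and the other tests in this part afterwards. The 8 tumors can be split into 4 and 4 in 35 ways. The total of 292 differentially expressed genes, the 155 higher and the 137 lower genes were each reached by 1 of the 35 splits, the real one, and the other splits gave at most 2 genes. For the genes of Fig. 2A (1 of 35) and Fig. 2C (1 of 35) this shows nothing, as the paper chose them for differing between these groups. The number of marker lists, 9, was also reached by the real split alone (1 of 35), but other splits gave up to 8. The angiogenesis list was as far from the other genes in 1 of 35 splits. The cytokine and receptor list was so in 13 of 35, the JAK/STAT list in 9 of 35 and the tissue remodeling list in 27 of 35, so these 3 could be due to the grouping of the tumors alone. The groups share replicate number 1, though neither the labels nor the paper describe pairs. Over the 20 splits that part the tumors numbered 1, as the real one does, the total and the angiogenesis list were each matched by 1 of 20, a share of 0.05, the smallest that 20 splits can give, so with this restriction the splits cannot decide.

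Macrophage marker genes were lower with calcipotriol. Of 15 genes, 14 were lower (median log2 fold change -0.84, adjusted p = 4.93e-07 from camera), and Cd163 was higher. Adgre1 was at 31 ± 13.9 CPM (SD, n = 4) with calcipotriol and 73.3 ± 8.38 CPM (SD, n = 4) with EtOH, a log2 fold change of -1.24 (adjusted p = 0.0325 from edgeR's quasi-likelihood test). Csf1r fell by 1.64 (adjusted p = 0.0374) and Lyz2 by 1.75 (adjusted p = 0.00683) on the log2 scale. In stained tumor sections, the paper reports more F4/80-positive macrophages with calcipotriol. With DESeq2's size factors the adjusted p was 4.22e-07, but a list is compared with the other genes of the same tumors, so another scaling could hardly change it and normalization was not put to a test. Of 10000 random lists matched on expression, GC content and length, 0% had a median as low. A dilution of all stromal cells would lower fibroblast genes too, and their median log2 fold change was 0.0391. Of these 11 genes, 6 were higher and 5 lower, and the direction of their list changed with the processing. A dilution can therefore not be excluded from this list. No single tumor carries the fall of the macrophage list (highest adjusted p = 1.62e-05 with 1 tumor left out). However, 3 of 35 splits gave a p as small, the real one and the other two that exchange calcipotriol replicate 1 for EtOH replicate 1 or 2, and the adjusted p was 0.194 with an estimated correlation. The fall of the list as a whole can therefore not be told apart from a chance difference between tumors in macrophage content or from correlation within the list. Lyz2 passed on its own in each of the 8 fits that left out 1 tumor (adjusted p at most 0.0238), while Adgre1 and Csf1r did not pass in all of them (at most 0.106 and 0.113).

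Genes of alternative macrophage activation were higher (7 of 9 genes, adjusted p = 6.84e-04 from camera), and 1 of 35 splits gave a p as small. Keratinocyte genes were higher (11 of 13 genes, adjusted p = 0.00118 from camera), again in 1 of 35 splits. A changed macrophage state rather than number is a hypothesis that these bulk values cannot separate from a change in cell composition, and with an estimated correlation the adjusted p of the activation list was 0.212.

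Endothelial genes (16 of 16) and erythroid genes (9 of 9) were lower with calcipotriol, with median log2 fold changes of -1.41 and -2.93 (adjusted p = 3.77e-13 and 6e-15 from camera), each in 1 of 35 splits. Erythroid genes took 0.345% to 0.563% of the counts with EtOH and 0.0462% to 0.0889% with calcipotriol. With the erythroid genes removed the adjusted p of the endothelial list was 4.52e-13, but so small a share of the counts could hardly have changed it. With an estimated correlation the adjusted p was 0.194 for the endothelial list. Single genes of these lists also passed on their own, 8 of the 16 endothelial and 6 of the 9 erythroid genes. Hba-a1, Alas2 and Hbb-bs passed in each of the 8 fits that left out 1 tumor (adjusted p at most 0.00537, 0.00537 and 0.00834), so their falls do not depend on the test of the lists. Whether they arose in the tumor or in its sampling was not tested.

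Another 4 marker lists passed with the preset correlation, but other splits often gave a p as small. T cell genes were higher (7 of 7 genes, median log2 fold change 1.88, adjusted p = 0.0225 from camera, 8 of 35 splits), as were genes of Th1 cells and interferon-γ (7 of 8 genes, 1.09, adjusted p = 0.022, 13 of 35 splits). Proliferation genes were lower (12 of 12 genes, -0.30, adjusted p = 0.00228, 9 of 35 splits), as were skeletal muscle genes (8 of 8 genes, -2.62, adjusted p = 0.0154, 12 of 35 splits). With an estimated correlation the adjusted p was 0.237 for T cell genes and 0.512 for the other 3 lists. No single gene of these 4 lists passed both thresholds. These differences could be due to the grouping of the tumors alone. Among the muscle genes, Ckm had 0, 0, 223 and 243 counts with EtOH and 0, 1, 21 and 24 counts with calcipotriol, while Myh1 had 63 to 103 counts with EtOH and 27 to 42 counts with calcipotriol.

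EtOH replicates 1 and 2 (correlation of log2 CPM across genes 0.959) and EtOH replicates 3 and 4 (0.958) were closer to each other than the pairs between them (0.919 to 0.934). A library sequenced a second time would give a mean squared difference near 1 in units of counting error, and the lowest value among the EtOH pairs was 20.2. The labels give no batch, so no batch was tested as an explanation.

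Several genes of the IL-24 pathway had few or no counts. Il19, a neighbor of Il24 on chromosome 1 (130932656 to 130940115, GRCm38), had 3, 0, 0 and 0 counts with EtOH and 5, 69, 33 and 73 with calcipotriol. Il20, which lies between Il24 and Il19, had 0 counts in all 8 tumors. For the receptors, Il22ra1 had 0 counts in all 8 tumors, Il20ra had 14 counts in EtOH replicate 2 and 0 in the others, and Il20rb was at 12.1 ± 6.31 CPM (SD, n = 4) with EtOH and 28.8 ± 18.7 CPM (SD, n = 4) with calcipotriol (adjusted p = 0.252 from edgeR's quasi-likelihood test). Il4 had at most 6 counts and Il13 at most 8 in any tumor. The paper reports HMGB1 as upregulated in calcipotriol-treated tumor cells, from protein staining and serum levels. Its mRNA, Hmgb1, had a log2 fold change of -0.13 (adjusted p = 0.707 from the same test) in the bulk tumors. Bulk mRNA does not measure the protein or its release from cells. Tlr4 had a log2 fold change of 0.01 (adjusted p = 0.987 from the same test).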
